# Gene expression responses of threespine stickleback to salinity: implications for salt-sensitive hypertension

**DOI:** 10.3389/fgene.2014.00312

**Published:** 2014-09-11

**Authors:** Gang Wang, Ence Yang, Kerri J. Smith, Yong Zeng, Guoli Ji, Richard Connon, Nann A. Fangue, James J. Cai

**Keywords:** salt handling, salt-responsive gene, differential expression, gene-environment interaction, mRNA sequencing

## Abstract

Despite recent success with genome-wide association studies (GWAS), identifying hypertension (HTN)-susceptibility loci in the general population remains difficult. Here, we present a novel strategy to address this challenge by studying salinity adaptation in the threespine stickleback, a fish species with diverse salt-handling ecotypes. We acclimated native freshwater (FW) and anadromous saltwater (SW) threespine sticklebacks to fresh, brackish, and sea water for 30 days, and applied RNA sequencing to determine the gene expression in fish kidneys. We identified 1844 salt-responsive genes that were differentially expressed between FW sticklebacks acclimated to different salinities and/or between SW and FW sticklebacks acclimated to full-strength sea water. Significant overlap between stickleback salt-responsive genes and human genes implicated in HTN was detected (*P* < 10^−7^, hypergeometric test), suggesting a possible similarity in genetic mechanisms of salt handling between threespine sticklebacks and humans. The overlapping genes included a newly discovered HTN gene—*MAP3K15*, whose expression in FW stickleback kidneys decreases with salinity. These also included genes located in the GWAS loci such as *AGTRAP*-*PLOD1* and *CYP1A1*-*ULK3*, which contain multiple potentially causative genes contributing to HTN susceptibility that need to be prioritized for study. Taken together, we show that stickleback salt-responsive genes provide valuable information facilitating the identification of human HTN genes. Thus, threespine sticklebacks may be used as a model, complementary to existing animal models, in human HTN research.

## Introduction

Hypertension (HTN), or the chronic elevation of blood pressure (BP), is a major human health problem. The pathophysiology of HTN is complex, and multiple potential mechanisms are likely to contribute to the development of higher BP. Identifying genetic loci associated with HTN or BP regulation in the general population has proved to be challenging (Dominiczak and Munroe, 2010; Hastie et al., 2010; Padmanabhan et al., 2012). Genome-wide association studies (GWAS) of HTN have had varying degrees of success (Levy et al., 2009; Newton-Cheh et al., 2009; International Consortium for Blood Pressure Genome-Wide Association Studies, 2011). Genetic variants identified so far explain only a small portion of the heritability of susceptibility to HTN.

Dietary salt appears to be an important environmental factor in raising BP. The association between a high salt intake and high BP has long been known (Guyton et al., 1972; Luft and Weinberger, 1982; Haddy and Pamnani, 1995; Frisoli et al., 2012). Modern humans have the tendency to consume salt in excess—today, almost unanimously worldwide, the average individual's dietary salt intake largely exceeds its physiological need (McCarron et al., 2013). Chronic excess salt intake results in the development of HTN in the general human population (Kotchen et al., 2013). Numerous epidemiologic, clinical, and experimental studies have shown that a reduction in dietary salt intake lowers BP (Luft and Weinberger, 1982; Haddy and Pamnani, 1995; Frisoli et al., 2012; Kotchen et al., 2013). In some populations with very low salt intake, such as Papua New Guineans and Yanomamo Indians in the Amazon region, HTN and age-related increases in BP are virtually absent (Denton, 1982).

A general increase in BP in response to salt intake is almost assured, whilst the degree of the response is quite variable among individuals. This variation (or salt sensitivity) depends on the functional interactions among genes that play a role in salt handling (Meneton et al., 2005). Many of salt handling genes, such as those encoding molecules that control the ability of the kidney to maintain salt balance, are implicated in HTN (Lifton et al., 2001). Thus, a better understanding of the genetics of salt handling will facilitate identification of HTN and/or BP-regulating (HTN/BP) genes. To this end, we present a new strategy that involves the use of the threespine stickleback, *Gasterosteus aculeatus*, to identify salt handling genes. Threespine stickleback is a short-lived fish species with diverse salt-handling ecotypes, commonly found off the Atlantic and Pacific coasts of North America. The retreat of glaciers at the end of the last Ice Age resulted in a large number of new freshwater lakes and streams throughout the Northern hemisphere. Marine sticklebacks colonized and adapted to these newly formed freshwater habitats (Jones et al., 2012). Owing to its well-studied natural history and extensive genetic resources, threespine stickleback has been a powerful model for studying genotype-environment (GxE) interactions and adaptive evolution (McCairns and Bernatchez, 2010; Barrett et al., 2011; Grøtan et al., 2012; Jones et al., 2012).

The rationale for our strategy is based on extensive previous findings in fish genetics research. Salinity tolerance—critical for aquatic organisms to manage the osmotic challenges of the medium—is genetically determined (Rengmark et al., 2007; McCairns and Bernatchez, 2010; Le Bras et al., 2011; Norman et al., 2011). Gene expression changes contribute to the adaptation of fish to different environmental salinity (Scott et al., 2004; Bystriansky et al., 2006; Niu et al., 2008; Whitehead et al., 2012; Kozak et al., 2014). Interestingly, *ATP2B1* (encoding a plasma membrane calcium-transporting ATPase), is known to be involved in salinity adaptation in fish (Rengmark et al., 2007). It is also the first gene identified in GWAS to be associated with HTN susceptibility in humans (Levy et al., 2009). Furthermore, genetic mechanisms underlying kit ligand (*Kitlg*) expression and ectodysplasin (*EDA*) signaling in threespine sticklebacks are highly similar to those in humans (Colosimo et al., 2005; Miller et al., 2007).

In the present study, we used RNA sequencing to determine gene expression levels in threespine sticklebacks acclimated to various salinities. We identified salt-responsive genes whose expression levels vary significantly across samples among different salinity treatment groups. We also showed evidence that these salt-responsive genes provide valuable information facilitating identification of putative human HTN/BP genes.

## Materials and methods

### Fish collection and acclimation

In spring 2012, freshwater (FW) and saltwater (SW) threespine sticklebacks were collected using Frabill galvanized minnow traps from a freshwater lake in Davis, CA (38°32′N, 122°12′W) and Bodega Bay, CA (38°19′N, 123°3′W), respectively (Figure 1A). Fish were transported in temperature-controlled coolers equipped with aeration devices to maintain oxygen levels at >95% saturation. Thirty adult females were randomly selected from each population and assigned into three groups. One group from each population was acclimated to fresh water (“zero salinity” treatment), the second group was acclimated to a salinity of 11 g/L (“mid salinity” treatment), and the third group was acclimated to a salinity of 33 g/L (“high salinity” treatment). All fish were acclimated for 30 days with no mortality. Male fish were excluded from experiments as their kidneys may undergo variable structural transformation during the breeding season (Ruiter and Bonga, 1985). To achieve the desired salinities, synthetic sea salt (Instant Ocean) was mixed with aerated well water; tank salinities were monitored with a calibrated light refractometer (Vita Sine) and adjusted daily to within 1 g/L of the desired level. Water temperature was held at 11 ± 0.5°C, the photoperiod set to 12 h day: 12 h night, and all fish were fed daily to satiation with frozen brine shrimp. Water quality parameters such as oxygen, ammonia, nitrate, and nitrite were monitored daily and adjusted through water changes to keep these parameters within optimal husbandry limits for all fish. All fish were treated in accordance with UC Davis Institutional Animal Care and Use Committee guidelines (protocol #16474). At the end of acclimation, fish were anesthetized with a lethal dose of buffered tricaine mesylate (MS-222). Kidneys were dissected following standard sampling techniques for fish gene expression studies and immediately frozen at −80°C. We processed kidney tissues obtained from four (out of six) treatments: (1–3) FW fish acclimated to fresh, brackish, and sea waters, labeled as FW00K, FW11K, and FW33K, respectively, and (4) SW fish acclimated to sea water, SW33K. Three individual fish (biological replicates) were included per treatment.

**Figure 1:**
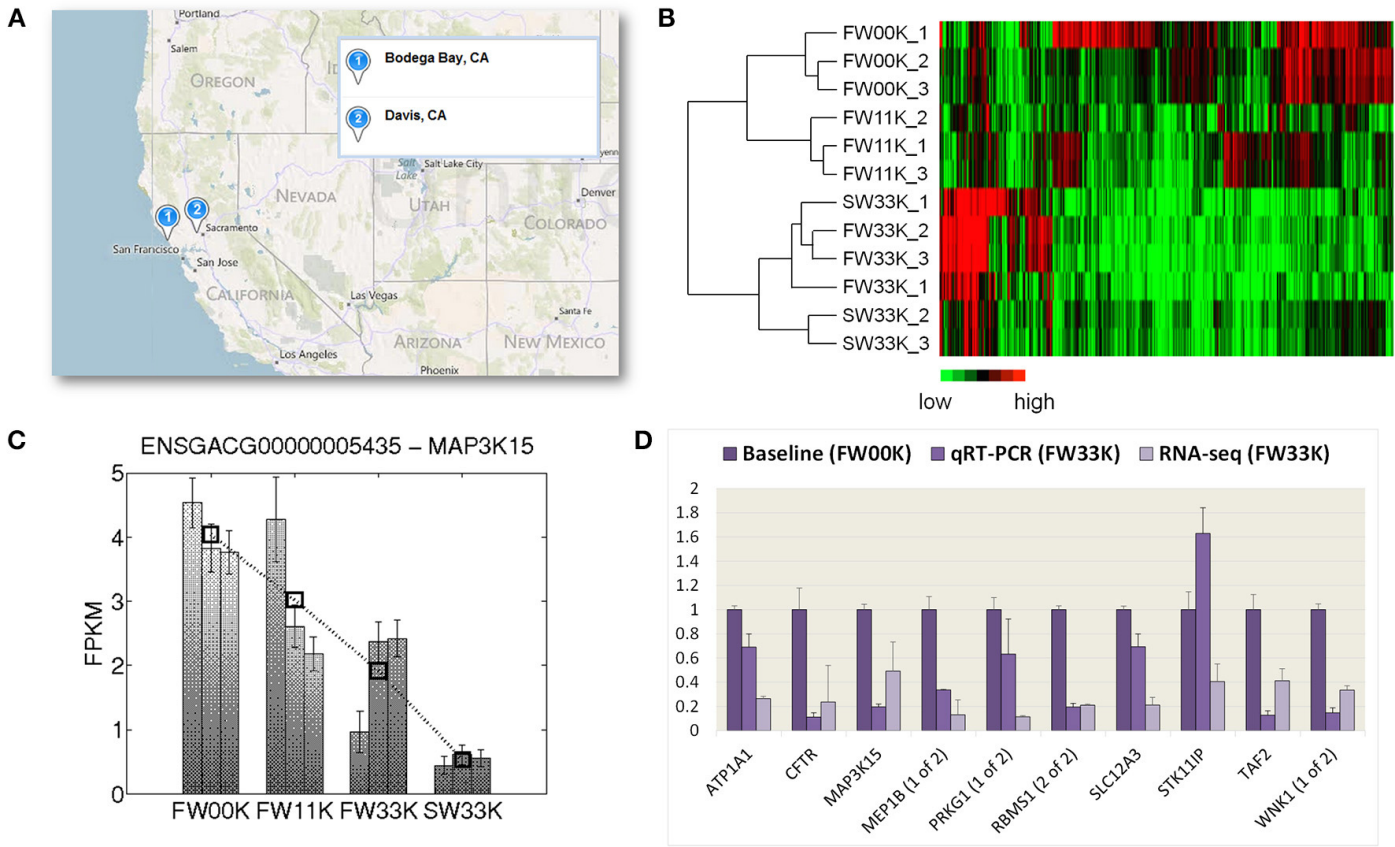
**Measuring gene expression in threespine stickleback kidneys**. **(A)** Sampling locations in Bodega Bay and Davis, California, USA. **(B)** Hierarchical clustering of expression profiles for 2000 most variably expressed genes in samples, with a heat map chart showing 500 genes. **(C)** Expression profile of *MAP3K15*. The expression levels of *MAP3K15* under the four acclimation conditions: FW00K, FW11K, FW33K, and SW33K, each with three replicates, are shown. The y-axis indicates the value of FPKM represented as the means ± s.e.m. The open square symbols indicate the mean FPKM across three replicates in same condition. The dash line links highlight the change in expression pattern of FPKM values across acclimation conditions. **(D)** RNA-seq and qRT-PCR results of relative expression differences (i.e., fold changes) between FW00K and FW33K for 10 select genes.

### RNA extraction and sequencing

Total RNA was extracted from each fish's kidneys using the column-based RNA extraction kit (Qiagen, Venlo, Netherlands). RNA integrity was assessed by Agilent Bioanalyser 2100 and RNA Nano 6000 Labchip kit (Agilent Technologies, Palo Alto, USA). All samples were concentrated and cleaned using the RNAeasy MiniElute Cleanup kit (Qiagen) obtaining final concentrations ~500 ng/μl. Sequencing libraries were produced using the Illumina mRNA sequencing sample preparation kit (Illumina, San Diego, USA), following the manufacturer's instructions. Briefly, 4 μg of total RNA was used as input for poly A+ selection, followed by metal-catalyzed fragmentation of the selected mRNA (peak of size distribution at ~240 nt). After reverse transcription to cDNA using random hexamer primers, end-repair and A-tailing of the double stranded cDNA was performed. The cDNA was then ligated to indexed pairs of adapters. The cDNA was size selected on a 2% agarose gel, and fragments corresponding to an insert size of 150 nucleotides were excised from the gel. The cDNA was recovered from the gel slice using a QIAquick gel extraction kit (Qiagen). Thereafter, the libraries were amplified in 10 cycles of PCR, quantified using Taqman, and adjusted at a concentration of 10 pM. The sequencing of 100 bp paired-end reads was carried out on the Illumina HiSeq 2000 platform at the Texas A&M AgriLife Genomics and Bioinformatics Services. All cDNA samples were individually barcoded, and every four samples were pooled and sequenced on the same sequencing lane.

### Identification of salt-responsive genes

The reference sequences of the stickleback genome (BROADS1) and the gene annotation were downloaded from the Ensembl database (Flicek et al., 2014). The annotation information included the stickleback gene set built using a modified version of the standard Ensembl genebuild pipeline, and the stickleback-human orthologs predicted using a phylogenetic approach (Vilella et al., 2009). Prior to the mapping, we processed the reference genome by masking all nucleotides at positions known to be polymorphic in threespine sticklebacks. More specifically, we replaced nucleotides of the reference genome sequences at 5.9 million polymorphic sites discovered by Jones et al. (2012) with “N” (indicating any nucleotides).

The quality control analysis on raw sequence data was done by using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). To clean the raw sequences, we removed low-quality reads that contained base(s) with a quality score less than 20. We then trimmed all remaining reads using the FASTX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). The bases at positions 1–10 and 86–100 were trimmed, leaving 75 base pairs for each read. The clean reads were aligned to the processed reference genome using TopHat v2.0.3 (Trapnell et al., 2012). The default set of TopHat options was used, except that read-mismatches (mismatches allowed in final read alignments) was set to 2 and 3 for FW and SW sticklebacks, respectively. Cufflinks v2.0.2 was used to estimate the expression levels of annotated stickleback genes in fragments per kilobase of exon model per million mapped reads (FPKM). Cufflinks option GTF-guide was switched on to allow the algorithm to use the supplied reference annotation to guide assembly and make the output include all reference transcripts. SAMMate (Xu et al., 2011) was used to obtain the count of reads mapped onto each gene from the SAM files generated by TopHat. Three R packages for differential expression analysis: edgeR (Robinson et al., 2010), DESeq (Anders and Huber, 2010), and baySeq (Hardcastle and Kelly, 2010), were applied independently to the same input file containing the number of mapped reads for all genes. The results were jointly evaluated to identify differentially expressed genes. More specifically, we considered a gene to be significantly differentially expressed between any two treatments only when all three programs reported that the expression difference was significant at the threshold of FDR < 0.01.

### Quantitative RT-PCR

RNA was extracted using Trizol solution (Life Technologies, Waltham, USA), treated with DNaseI using the DNA-free kit (AMS Biotechnology) and quantified spectrometrically. The cDNA was synthesized from 3 μg of RNA using the AffinityScript QPCR cDNA Synthesis Kit (Agilent Technologies) according to the manufacturer's instructions. Briefly, the required amount of RNA (up to 3 μg) was diluted in RNase-free water (up to 7 μl final volume) and mixed on ice with 1 × cDNA Synthesis master mix (10 μl), random primers:oligo-dT primers (3:1) [total, 2 μl (200 ng)], and either 1 μl of reverse transcriptase/RNase block enzyme mixture for reverse transcription reactions or 1 μl of water for control reactions. Reaction mixtures were mixed and spun down and incubated for 2 min at 25°C, 40 min at 42°C, and 5 min at 95°C. cDNA was stored at −20°C. Dilutions of this cDNA were used subsequent real-time PCR reactions. Quantitative RT-PCR reactions were performed with designed exonic primers for selected stickleback genes (Supplementary Table 1) and the amount of cDNA was quantified using SYBR Green real-time PCR (Life Technologies) on a 7900HT Fast real time PCR system (Life Technologies). The PCR 2× master mix was based on AmpliTaq Gold DNA polymerase (Life Technologies). In the same reaction, cDNA samples (5 μl for a total volume of 25 μl per reaction) were analyzed, cycle temperatures and times were according to the manufacturers' protocols (Life Technologies). Data was analyzed using ΔΔC_T_ method implemented in the software qbasePLUS (Biogazelle, Zwijnaarde, Belgium). All reactions were run in triplicate and normalized by comparisons to the reference gene *GAPDH* (ENSGACG00000010219) (Pei et al., 2007).

### Compiling list of HTN/BP genes

We compiled a list of HTN/BP genes identified using non-GWAS approaches. The sources of this gene list included the literature review by Hancock et al. (2008) and the Genetic Association Database (Becker et al., 2004). We also compiled a list of HTN/BP genes identified using the GWAS approach through searching the Catalog of Published GWAS (http://www.genome.gov/gwastudies/) and the original literature (Levy et al., 2009; Newton-Cheh et al., 2009; Ho et al., 2011; International Consortium for Blood Pressure Genome-Wide Association Studies, 2011; Kato et al., 2011; Wain et al., 2011).

### Testing significance of gene overlap

To assess the significance of overlap between stickleback salt-responsive genes and human HTN/BP genes, we focused on 15,029 stickleback protein-coding genes, of which human orthologs exist. The probability of overlap was calculated with the hypergeometric probability density function $f(k)\;=\;\frac{\left(\begin{array}{c} m\\ k \end{array}\right)\left(\begin{array}{c} N-m\\ n-k \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$, where *N* (=15,029) is the number of all stickleback genes considered, *m* (=1302) is the number of salt-responsive stickleback genes whose human orthologs exist, and *n* (=455) is the number of stickleback genes whose human orthologs are HTN/BP genes, and *k* (=75) is the number of salt-responsive stickleback genes whose human orthologs are HTN/BP genes. The computation was done using 1-hygecdf(*k*,*N*,*m*,*n*) in Matlab.

### Data accessibility

Expression and sequence data have been deposited at the Gene Expression Omnibus (GEO) under accession GSE58447 and Sequence Read Archive (SRA) under accession SRP043184.

## Results

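Kidney RNA was sequenced from 4 acclimation treatments with 3 replicates each. FW00K, FW11K and FW33K are freshwater sticklebacks kept for 30 days at a salinity of 0, 11 and 33 g/L, and SW33K are saltwater sticklebacks kept for 30 days at 33 g/L. The authors deposited the FPKM of Ensembl genes in these 12 libraries, estimated with Cufflinks from TopHat alignments to the masked BROADS1 genome. Reads of FW fish were aligned with up to 2 mismatches and reads of SW fish with up to 3, so this setting and the population cannot be told apart in the comparison of FW33K with SW33K. FPKM is relative to each library's own mapped reads and holds no read counts, and the only depths known are the reads used in mapping that Supplementary Table 2 lists. These numbered 69184542 to 112184342 per library in FW00K (median 95444412), 27195630 to 86453850 in FW11K (median 75757730), 26848226 to 93673728 in FW33K (median 71730008) and 85728644 to 91504316 in SW33K (median 86944694). The 15503 genes with a mean of at least 1 FPKM over the 12 libraries were compared between treatments with limma on log2(FPKM + 1), all libraries in one fit, and a gene was counted as different at a Benjamini-Hochberg adjusted p-value under 0.01. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low expression. The median FPKM of these genes was 14.4 to 16.7 in the FW00K libraries, 10.3 to 11.8 in FW11K, 4.39 to 6.75 in FW33K and 5.43 to 11.0 in SW33K. The 20 most abundant genes of a library took 10.8% to 11.9% of its FPKM sum in FW00K and 28.1% to 41.8% in FW33K. Scaling each library by its median ratio to the geometric mean of all libraries was among the alternatives set before the data were examined. Replicates 2 and 3 of every treatment lay closer together than replicate 1 and either of them: Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.990 to 0.992 for replicates 2 and 3, and 0.846 to 0.945 for the other pairs. The paper states that the replicates of a treatment are individual fish, and the 12 libraries were tested as separate samples. Averaging them as 1 sample was added as an alternative after the replicates had been compared and is given beside the counts, since the p-values of the 12 libraries are too small if those replicates are not independent.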

Using high-throughput sequencing, we obtained over 25 million paired-end 100-bp reads for each RNA sample of the four acclimation treatments: FW00K, FW11K, FW33K, and SW33K (Supplementary Table 2). 

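Expression profiles of the libraries were compared over the 2000 genes with the largest variance of log2(FPKM + 1), with 1 minus Pearson's r as the distance. The mean distance was 0.340 between libraries of different treatments and 0.159 between libraries of the same treatment, a difference of 0.182. None of the other partitions of the 12 libraries into 4 groups of 3 gave a difference as large (one-sided exact permutation test over 15400 partitions, p = 6.49e-05, the smallest they can give). Among the alternatives that kept this distance, the difference lay between 0.145 with the 5000 most variable genes and 0.341 with FPKM that were not log-transformed. Much of the similarity within treatments was that of replicates 2 and 3, which were 0.0168 to 0.0230 apart. With these replicates averaged as 1 sample, the difference was 0.114 (exact permutation test, p = 0.00952, the smallest that 105 partitions can give). A tree by average linkage, divided into 4 clusters, held FW00K replicate 1 alone, FW00K replicates 2 and 3 together with FW11K replicate 1, FW11K replicates 2 and 3, and all 6 libraries of FW33K and SW33K. FW11K replicate 1 lay nearest to FW00K replicate 3, at a distance of 0.170, and SW33K replicate 1 lay at a mean distance of 0.156 both from the FW33K libraries and from the other SW33K libraries.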

The expression levels for all annotated stickleback protein-coding genes were quantified, and a hierarchical clustering analysis was performed with the 2000 most variably expressed genes across treatments, showing that expression profiles of these genes were largely clustered by acclimation treatment (Figure 1B). To identify differentially expressed genes, we applied a rather conservative criterion, which was based on completely cross-validated results from three different statistical tests, to assess the significance of gene expression differences between acclimation treatments. A gene was considered to be salt-responsive when the expression of the gene is significantly different between FW treatments (e.g., FW00K vs. FW11K or FW00K vs. FW33K) or between FW33K and SW33K. Using this definition, we identified 1844 stickleback salt-responsive genes (Supplementary Table 3), of which 1302 have human orthologs. This list contains a number of genes such as ion transporting ATPases (*ATP1A1, ATP1A2, ATP1B1, ATP2A2*, and *ATP5B*), aquaporin (*AQP4*), and transmembrane emp24 domain trafficking protein 2 (*TMED2*), which are known to be involved in the salinity response and osmoregulation in other fish species (Rengmark et al., 2007; Whitehead et al., 2011; Lamichhaney et al., 2012). 

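In the deposited FPKM, 691 of the 15503 tested genes differed between FW00K and FW11K, 7956 between FW00K and FW33K, 3898 between FW11K and FW33K, and 221 between FW33K and SW33K (limma, Benjamini-Hochberg adjusted p under 0.01). At least 1 of these comparisons was passed by 8889 genes. Of the 1759 tested genes that Supplementary Table 3 lists, 1101 were among them, against 1589 with median-ratio scaling, 1506 with quantile normalization, 518 with replicates 2 and 3 averaged and 1 with the averaging and median-ratio scaling. Few of the differing genes were higher at the higher salinity: 44 from FW00K to FW11K, 265 from FW00K to FW33K and 278 from FW11K to FW33K, while 161 were higher in SW33K than in FW33K. The median log2 change of all tested genes was -0.34, -1.20, -0.82 and 0.47 in these comparisons. Median-ratio scaling of the libraries brought these medians to 0.02, -0.05, -0.04 and -0.02. It gave 1247 genes (624 higher), 2922 genes (1728 higher), 2253 genes (1362 higher) and 670 genes (236 higher), and 4574 in any comparison, 2852 of which were also among the 8889. Library quality weights, whose estimation did not converge, raised the counts to 11962, 12404, 11319 and 10277. Averaging replicates 2 and 3 lowered them, to 0 genes from FW00K to FW11K (1918 at an unadjusted p under 0.05), 1023 from FW00K to FW33K, 49 from FW11K to FW33K and 2 from FW33K to SW33K. Single libraries also moved them. The count for FW00K and FW11K was 29 without FW00K replicate 2 or 3 and 2167 without SW33K replicate 1, which enters the shared estimate of the spread. For FW11K and FW33K it was 1059 without FW11K replicate 3 and 6502 without SW33K replicate 1, and for FW33K and SW33K it was 6 without FW33K replicate 3 and 3584 without SW33K replicate 1. The count for FW00K and FW33K stayed between 5242, without FW33K replicate 1, and 9605, without SW33K replicate 1.

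**Figure D1:**
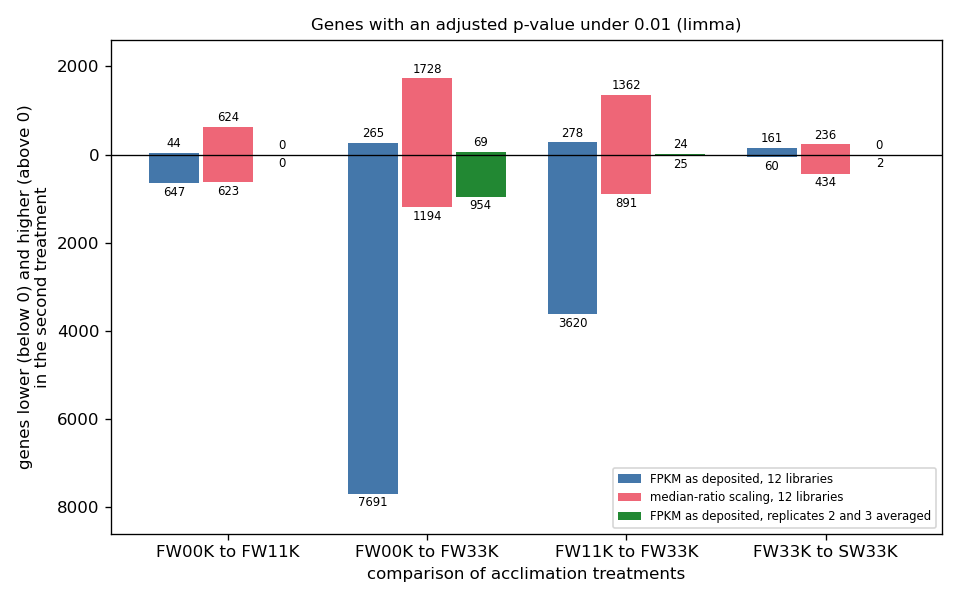
Number of genes with an adjusted p-value under 0.01 in each comparison of acclimation treatments, higher in the second treatment above 0 and lower below 0. Bars stand for the FPKM as deposited, for median-ratio scaling, and for the FPKM as deposited with replicates 2 and 3 averaged; from FW00K to FW33K, 7691 genes were lower as deposited and 1194 after the scaling.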

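Among genes with a symbol and no overlap between the groups, *HAS2* (ENSGACG00000005603) rose most from FW00K to FW33K. Its FPKM was 0.634 ± 0.319 (SD, n = 3) in FW00K, 2.24 ± 0.678 in FW11K, 507 ± 204 in FW33K and 4.00 ± 4.40 in SW33K. The log2 fold change from FW00K to FW33K was 8.20 (standard error 0.50, adjusted p = 6.41e-06 from limma with Benjamini-Hochberg adjustment), and SW33K was below FW33K by a log2 fold change of -6.91 (standard error 0.50, adjusted p = 6.25e-05 from limma). *PI16* (ENSGACG00000000511) followed, at 3.76 ± 0.733 FPKM in FW00K and 192 ± 11.4 in FW33K. The largest falls were those of *CYP2W1 (3 of 5)* (ENSGACG00000012012), a copy whose reads could be split with its paralogs, from 317 ± 19.2 to 0.317 ± 0.203 FPKM, and of *MIOX* (ENSGACG00000012900), from 164 ± 21.4 to 0.116 ± 0.0454. Their log2 fold changes were -7.93 and -7.21 (limma adjusted p = 4.80e-05 and 7.20e-06). These differences passed the threshold without any 1 of the 12 libraries and with replicates 2 and 3 averaged. From FW00K to FW11K, *CCDC88A (2 of 2)* (ENSGACG00000019231) rose from 0.749 ± 0.0745 to 23.5 ± 5.70 FPKM, a log2 fold change of 3.78 (standard error 0.40, limma adjusted p = 0.000609), which was above the threshold with replicates 2 and 3 averaged (limma adjusted p = 0.0460). The 3 libraries of FW00K and of FW33K did not overlap in 12943 of the 15503 tested genes, or in 8451 after median-ratio scaling, where chance gives 10% of genes for separate samples and 33.3% if replicates 2 and 3 count as 1 sample.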

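Of the genes in this list, *ATP1B1*, *AQP4* and *TMED2* are given here. *ATP1B1 (2 of 2)* (ENSGACG00000015312) was at 973 ± 31.7 FPKM (SD, n = 3) in FW00K, 488 ± 142 in FW11K, 144 ± 23.2 in FW33K and 397 ± 191 in SW33K. It fell by 2.76 on the log2 scale from FW00K to FW33K (standard error 0.40, adjusted p = 0.000187 from limma with Benjamini-Hochberg adjustment). *TMED2* (ENSGACG00000015584) rose from 95.0 ± 8.58 FPKM in FW00K to 262 ± 14.6 in FW33K, with 154 ± 102 in FW11K and 267 ± 28.2 in SW33K. Its log2 fold change from FW00K to FW33K was 1.46 (standard error 0.37, limma adjusted p = 0.00444). The limma adjusted p of *TMED2* was above 0.01 without any 1 of the FW00K libraries (0.0107, 0.0166 and 0.0163 without replicates 1, 2 and 3) or of the FW33K libraries (0.0149, 0.0139 and 0.0128), and with replicates 2 and 3 averaged (0.0666). The log2 fold change of *TMED2* was 2.82 with median-ratio scaling and 2.30 with quantile normalization (limma adjusted p = 0.000600 and 0.00245). *AQP4* (ENSGACG00000013183) was low, at 2.18 ± 1.19 FPKM in FW00K, 0.500 ± 0.291 in FW11K, 0.810 ± 0.254 in FW33K and 0.0460 ± 0.0438 in SW33K, and was not tested because its mean was under 1 FPKM.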

An online interactive resource (http://stickleback.genomezoo.net) was created to allow easy navigation of the expression profiles of all genes. 

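*MAP3K15*, which the authors' table lists as ENSGACG00000005435, was at 6.29 ± 0.765 FPKM (SD, n = 3) in FW00K, 4.10 ± 1.56 in FW11K, 2.29 ± 1.01 in FW33K and 0.768 ± 0.249 in SW33K. The FW00K libraries ranged from 5.59 to 7.11 FPKM and did not overlap with those of FW33K, which ranged from 1.14 to 3.02. FW11K replicate 1, at 5.90 FPKM, lay within the range of FW00K, while FW11K replicates 2 and 3 were at 3.37 and 3.04. SW33K was below FW33K by a log2 fold change of -0.86 (standard error 0.30, adjusted p = 0.0844 from limma with Benjamini-Hochberg adjustment). With median-ratio scaling, this fold change was -1.34 (limma adjusted p = 0.00710).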

The expression levels of *MAP3K15* in four acclimation treatments is shown in Figure 1C as an example. Finally, for 9 out of 10 selected genes, the expression level in FW33K relative to FW00K was confirmed by quantitative RT-PCR (Figure 1D).

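Of the 10 selected genes, 5 were counted, and the ratios of 4 are given; the qRT-PCR measurements are not analysed here. The ratio of mean FPKM in FW33K to that in FW00K was 0.365 for *MAP3K15*, 0.0880 for *PRKG1*, 0.161 for *SLC12A3* and 0.243 for *WNK1 (1 of 2)*. The primers of *PRKG1* are named for the first of its paralogs, and the ratio is that of ENSGACG00000009151, which Table 1 lists as *PRKG1*. All 5 counted genes were lower in FW33K at a limma adjusted p under 0.01 (Benjamini-Hochberg). *PRKG1* was furthest apart, at 26.1 ± 0.336 FPKM (SD, n = 3) in FW00K and 2.29 ± 0.194 in FW33K, a log2 fold change of -3.04 (standard error 0.25, limma adjusted p = 2.08e-05), and *WNK1 (1 of 2)* (ENSGACG00000012079) was at 18.8 ± 0.543 and 4.58 ± 0.713. The number of genes past the threshold was 3 without FW00K replicate 1 or without FW33K replicate 1, and 4 without FW00K replicate 2 or 3. It was 2 after median-ratio scaling, 3 after quantile normalization and 1 with replicates 2 and 3 averaged.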

### Significant overlap between salt-responsive genes and HTN/BP genes

To examine the overlap between stickleback salt-responsive genes and human HTN/BP genes, we compiled the list of HTN/BP genes including 560 identified using non-GWAS approaches (e.g., the single association analyses, physiology studies, and animal model studies) (Supplementary Table 4) and 108 identified using GWAS approach (Supplementary Table 5) (Levy et al., 2009; Newton-Cheh et al., 2009; Ho et al., 2011; International Consortium for Blood Pressure Genome-Wide Association Studies, 2011; Kato et al., 2011; Wain et al., 2011). Overlap analysis identified 75 stickleback salt-responsive genes whose human orthologs are HTN/BP genes. This overlap is significantly higher than expected by random chance (hypergeometric test: *P* = 1.6×10^−8^), suggesting a striking similarity in the genetics of salt handling between threespine sticklebacks and humans. 

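Matched by symbol, 82 of the 1844 genes in Supplementary Table 3 are in the lists of HTN/BP genes, which makes 75 distinct symbols because some human genes have several stickleback copies. In the deposited FPKM, 66 of these 82 genes differed in at least 1 of the 4 comparisons (limma, Benjamini-Hochberg adjusted p under 0.01). The number was 58 to 71 without any 1 of the 12 libraries, and 33 with replicates 2 and 3 averaged. Since the 82 genes were chosen by the study from these same libraries, this count is not independent evidence. Symbols were known only for genes of Supplementary Table 3, so the overlap of all genes called here with the HTN/BP genes was not tested.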

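The probability was recomputed from the counts of the paper's tables, with 15029 genes as the background, 1302 symbols of salt-responsive genes and 455 HTN/BP genes. Chance would give an overlap of 39.4. The hypergeometric probability of an overlap above 75 is 1.63e-08, and that of an overlap of at least 75 is 3.59e-08. From the excess over chance, the paper proposes that salt handling in threespine sticklebacks and in humans has similar genetics.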

The 75 overlapping genes included 65 non-GWAS and 10 GWAS HTN/BP genes (Tables 1, 2).

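Tables 1 and 2 list 33 stickleback genes, 23 in Table 1 and 10 in Table 2, all of which were tested. In at least 1 comparison, 28 of them differed (limma, Benjamini-Hochberg adjusted p under 0.01), and the same number passed when the p-values were adjusted over the list alone, which is not independent evidence for genes the study chose on these samples. Between FW00K and FW33K, 18 genes of Table 1 differed, 14 of them lower in FW33K, and 7 genes of Table 2, 6 of them lower. With median-ratio scaling, 16 genes of Table 1 differed, 9 of them lower, and 7 of Table 2, 5 of them lower. Averaging replicates 2 and 3 left 11 and 2 genes of the tables between FW00K and FW33K, and 13 of the 33 in any comparison. *ACE* (ENSGACG00000009898) was at 66.8 ± 6.26 FPKM (SD, n = 3) in FW00K and 7.19 ± 0.805 in FW33K, a log2 fold change of -3.05 (standard error 0.48, limma adjusted p = 0.000267). *MAT2A (1 of 2)* (ENSGACG00000008374) was at 82.2 ± 15.3 FPKM in FW00K and 905 ± 104 in FW33K, a log2 fold change of 3.45 (standard error 0.30, limma adjusted p = 2.11e-05). *GOSR2* (ENSGACG00000014177) was at 39.7 ± 2.66 FPKM in FW00K and 93.2 ± 12.3 in FW33K, a log2 fold change of 1.20 (standard error 0.38, limma adjusted p = 0.0139). For *GOSR2*, the limma adjusted p was 0.00540 without FW11K replicate 1, 0.00313 without SW33K replicate 1 and 0.000143 with median-ratio scaling.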

**Table 1:** **Representative stickleback salt-responsive genes whose human orthologs are HTN/BP genes identified by non-GWAS approaches**.

**Ensembl ID**	**Gene symbol**	Type of study^*^			**Expression level (FPKM)**			
		**1**	**2**	**3**	**FW00K**	**FW11K**	**FW33K**	**SW33K**
ENSGACG00000009898	*ACE*	X			46.83	29.60	6.49	15.55
ENSGACG00000002433	*APOE* (2 of 2)	X			0.35	0.81	8.42	1.22
ENSGACG00000018525	*AR* (2 of 2)		X		48.81	58.37	84.95	163.23
ENSGACG00000012346	*ARG2*	X			21.34	16.39	6.91	2.41
ENSGACG00000008681	*AVPR2* (1 of 2)		X		3.86	2.42	24.89	7.65
ENSGACG00000006921	*CXCL12* (2 of 2)	X			1143.59	1247.81	304.94	42.77
ENSGACG00000015943	*CYBA*	X			178.56	362.39	53.47	19.60
ENSGACG00000014669	*CYP4F2*	X		X	116.70	144.07	42.90	10.55
ENSGACG00000007514	*ESR2*	X			6.71	11.00	22.97	18.01
ENSGACG00000018868	*GCGR* (2 of 2)		X		6.30	1.00	0.51	0.42
ENSGACG00000006771	*HMOX1* (2 of 2)		X		32.18	37.77	3.98	3.80
ENSGACG00000004566	*MACROD2*		X		19.45	18.99	33.28	32.25
ENSGACG00000008374	*MAT2A* (1 of 2)			X	57.55	80.23	813.40	244.27
ENSGACG00000015329	*MTR*	X	X		7.78	5.95	5.83	26.86
ENSGACG00000008228	*P2RY2* (2 of 2)		X		7.58	9.33	11.29	16.24
ENSGACG00000008313	*PDGFB* (1 of 2)	X		X	1.82	1.45	23.24	8.56
ENSGACG00000003693	*PLOD2*			X	9.96	5.64	1.62	12.76
ENSGACG00000018958	*PPARA* (2 of 2)	X			36.07	14.97	5.86	4.21
ENSGACG00000009151	*PRKG1*	X		X	17.21	5.22	1.97	2.91
ENSGACG00000014838	*PTK2B* (2 of 2)		X		18.05	24.92	5.91	3.01
ENSGACG00000019365	*SHBG*			X	9.60	1.01	0.59	1.08
ENSGACG00000007570	*SLC6A19* (1 of 3)		X		26.92	13.19	1.03	14.09
ENSGACG00000020600	*SLC7A1* (1 of 2)		X		13.95	4.66	1.03	2.62

*Ensembl gene identifiers of stickleback genes and HGNC approved symbols of human orthologous genes are given. “X” indicates what type of study has been performed and discovered the corresponding HTN/BP gene. The types of studies are categorized based on the methodology applied to the research*.

* *Explanation coding: 1-physiology or drug target study; 2-single or meta-association analysis for common phenotype; 3-animal model study*.

**Table 2:** **Stickleback salt-responsive genes whose human orthologs are HTN/BP genes identified by GWAS**.

**Ensembl ID**	**Gene symbol**	**GWAS locus**	**Expression level (FPKM)**			
			**FW00K**	**FW11K**	**FW33K**	**SW33K**
ENSGACG00000014674	*CYP1A2*	*CYP1A1-ULK3*	32.57	5.55	2.73	20.30
ENSGACG00000001963	*ENPEP*	*–*	24.80	10.19	53.79	91.52
ENSGACG00000011478	*FURIN* (2 of 2)	*FURIN-FES*	2.82	1.19	0.30	0.38
ENSGACG00000014177	*GOSR2*	*–*	32.18	59.34	97.71	84.12
ENSGACG00000004493	*JAG1* (1 of 2)	*–*	10.84	4.36	1.83	4.38
ENSGACG00000016429	*LMAN1L*	*CYP1A1-ULK3*	10.20	21.16	33.68	34.63
ENSGACG00000012633	*MTHFR*	*MTHFR(5′)-NPPB*	14.96	11.32	6.20	24.10
ENSGACG00000012162	*PGR*	*FLJ32810-TMEM133*	3.90	0.34	0.49	0.24
ENSGACG00000006801	*PLCE1*	*–*	5.20	1.15	0.84	1.79
ENSGACG00000015632	*PLEKHA7* (1 of 2)	*–*	7.54	3.09	5.70	3.62

### Prioritizing genes in GWAS locus with multiple potentially causative genes

Many genes identified in GWAS had no obvious mechanistic link with HTN or BP regulation. For example, despite being identified by GWAS, *GOSR2* had not been previously suspected to regulate BP (International Consortium for Blood Pressure Genome-Wide Association Studies, 2011). The result of gene overlap testing suggested that the stickleback salt-responsive genes might be used to prioritize HTN/BP genes. This will be extremely useful for prioritizing genes in GWAS loci that contain multiple potential causative genes contributing to the overall HTN susceptibility. For example, the *AGTRAP*-*PLOD1* locus has been associated with BP regulation in several independent studies (Levy et al., 2009; Newton-Cheh et al., 2009) (see Flister et al., 2013, for a complete list of related references). This locus with high genetic complexity contains six genes: *AGTRAP, MTHFR, CLCN6, NPPA, NPPB*, and *PLOD1*, among which three (*MTHFR, CLCN6, PLOD1*) have corresponding one-to-one orthologs between human and stickleback. Our results showed that *MTHFR* is a salt-responsive gene in stickleback, showing significant differential expression between FW33K and SW33K. The other two genes, *CLCN6* and *PLOD1*, albeit not classified as salt-responsive genes, also show a certain degree of differential expression across acclimation treatments (Supplementary Figure 1). 

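*CLCN6* (ENSGACG00000012645) was at 21.5 ± 4.21 FPKM (SD, n = 3) in FW00K, 12.4 ± 1.95 in FW11K, 9.00 ± 3.32 in FW33K and 14.7 ± 6.92 in SW33K. Its log2 fold change from FW00K to FW33K was -1.21 (standard error 0.38, adjusted p = 0.0136 from limma with Benjamini-Hochberg adjustment). Without SW33K replicate 1, which enters only through the shared spread, the limma adjusted p was 0.00242, and with median-ratio scaling the fold change was 0.058. *PLOD1* (ENSGACG00000013243) was at 7.36 ± 0.505 FPKM in FW00K, 6.48 ± 1.69 in FW11K, 7.24 ± 3.35 in FW33K and 14.0 ± 2.15 in SW33K. FW00K and FW33K were not told apart (log2 fold change -0.12, limma adjusted p = 0.740), and the fold change was 0.28 without FW33K replicate 1 and 1.07 with median-ratio scaling (limma adjusted p = 0.00877). From FW33K to SW33K, the log2 fold change of *PLOD1* was 0.96 (standard error 0.33, limma adjusted p = 0.0751).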

In other words, the pattern of gene expression response to salinity suggested that the three genes may be implicated in HTN and BP regulation. Indeed, Flister et al. (2013) used the zinc-finger nuclease-based mutagenesis procedure to introduce damaged alleles into each of the six genes at the *AGTRAP*-*PLOD1* locus in a mice model of HTN. They compared the mutant mice with wild-type littermates, all on a high salt diet, and found that *CLCN6* and *PLOD1* mutants showed significantly higher BP, while *MTHFR* mutants showed increased urinary protein excretion, than the wild-type. Thus, all three genes have confirmed roles in the HTN pathogenesis.

In another example, genetic variants at the locus *CYP1A1*-*ULK3* in a genomic region spanning a 150-kb interval on chromo-some 15q24.1 have been associated with both systolic and diastolic BP (International Consortium for Blood Pressure Genome-Wide Association Studies, 2011). However, without any further information, it is difficult to predict which genes, among the total six within the region, are most relevant to BP regulation. 

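*CYP1A2* (ENSGACG00000014674), which Figure 2 and the text print as *GYP1A2*, was at 47.2 ± 11.9 FPKM (SD, n = 3) in FW00K, 7.20 ± 1.91 in FW11K and 2.96 ± 0.758 in FW33K, with no overlap between the libraries of these treatments. In SW33K, replicate 1 was at 4.85 FPKM and replicates 2 and 3 were at 39.7 and 37.9. From FW00K to FW33K, the log2 fold change was -3.59 (standard error 0.58, adjusted p = 0.000321 from limma with Benjamini-Hochberg adjustment). *LMAN1L* (ENSGACG00000016429) was at 14.0 ± 1.62 FPKM in FW00K, 27.0 ± 7.02 in FW11K, 36.0 ± 5.70 in FW33K and 40.7 ± 3.09 in SW33K, and its FW11K and FW33K libraries overlapped. The log2 fold change from FW00K to FW33K was 1.30 (standard error 0.26, limma adjusted p = 0.00102). With replicates 2 and 3 averaged, the limma adjusted p was 0.00497 for *CYP1A2* and 0.0696 for *LMAN1L*. Median-ratio scaling and quantile normalization gave log2 fold changes of -2.38 and -2.45 for *CYP1A2* (limma adjusted p = 0.00317 and 0.00303), and of 2.61 and 2.45 for *LMAN1L* (limma adjusted p = 6.63e-05 and 7.75e-05).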

We found that two genes in the region, *GYP1A2* and *LMAN1L*, are salt-responsive genes that showed decreased and increased gene expression with the increase of salinity, respectively (Figure 2). Thus, these two genes are more likely to be functionally implicated in HTN pathogenesis compared with other genes in the locus.

**Figure 2:**
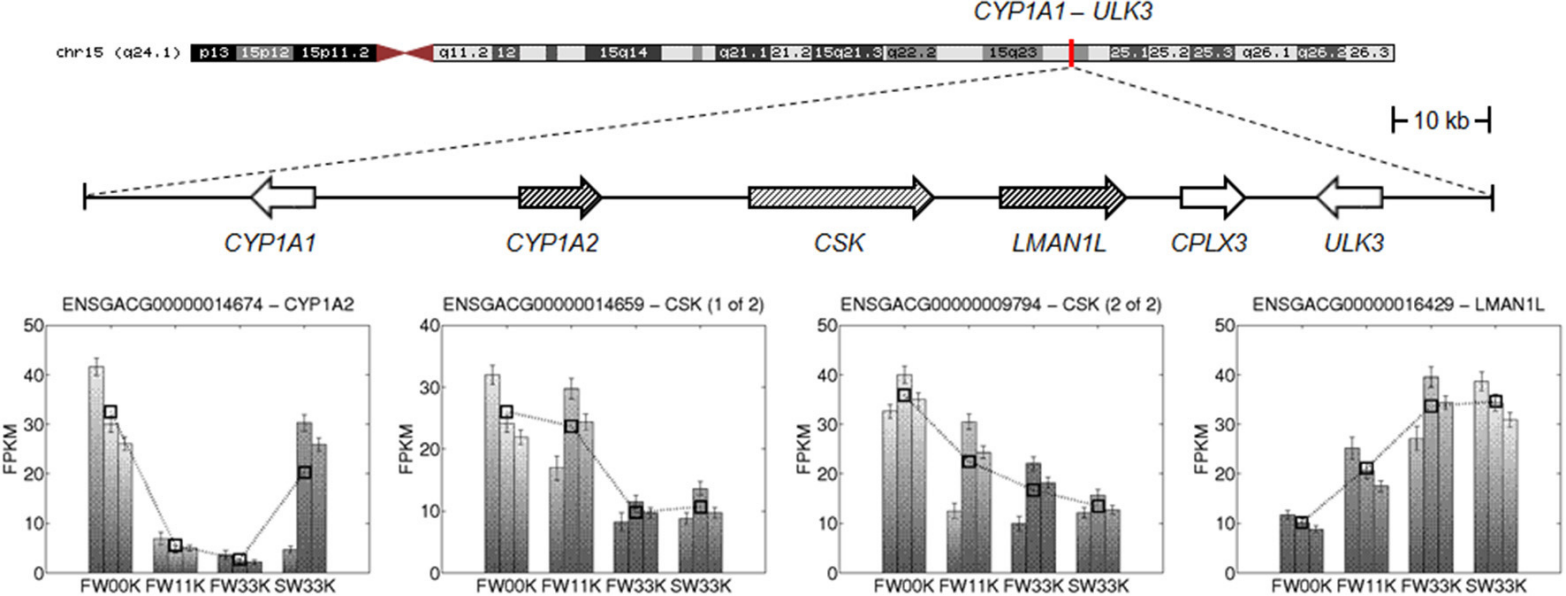
**Salt-responsive genes in a multigene locus**. *CYP1A1*-*ULK3* is a multigene locus associated with BP regulation, reported by GWAS (International Consortium for Blood Pressure Genome-Wide Association Studies, 2011). Two salt-responsive genes, *GYP1A2* and *LMAN1L*, are indicated with hashed arrows. *CSK*, whose expression apparently changes in response to salinity, is also highlighted. Expression profiles of genes are given in the bar plots.

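The stickleback has 2 copies of *CSK*. *CSK (1 of 2)* (ENSGACG00000014659) was at 38.0 ± 7.40 FPKM (SD, n = 3) in FW00K, 30.5 ± 6.80 in FW11K, 11.0 ± 1.79 in FW33K and 13.8 ± 4.40 in SW33K. Its log2 fold change from FW00K to FW33K was -1.70 (standard error 0.30, adjusted p = 0.000534 from limma with Benjamini-Hochberg adjustment). *CSK (2 of 2)* (ENSGACG00000009794) was at 53.1 ± 3.86, 29.9 ± 10.4, 19.5 ± 6.51 and 17.6 ± 4.20 FPKM in the same treatments, with a log2 fold change of -1.45 (standard error 0.34, limma adjusted p = 0.00294). For *CSK (2 of 2)*, the limma adjusted p was 0.0110 without FW00K replicate 2, 0.0117 without FW00K replicate 3 and 0.0143 without FW33K replicate 1. Neither copy passed with replicates 2 and 3 averaged (limma adjusted p = 0.0191 and 0.0375) or with median-ratio scaling (log2 fold changes -0.39 and -0.12, limma adjusted p = 0.0870 and 0.723).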

### Impact of salinity on BP regulatory genetic network

BP is regulated by an intricate network of physiological and genetic pathways involving extracellular fluid volume homeostasis (Meneton et al., 2005). We found that the expressions of 20 stickleback genes mapped onto the same diuretic pathway were perturbed simultaneously by salinity. 

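Of the 20 genes in Figure 3B, 19 had a mean of at least 1 FPKM and were tested, and *PPP2CA* was not. In at least 1 of the 4 comparisons, 16 of the 19 differed (limma, Benjamini-Hochberg adjusted p under 0.01), and 18 passed when the p-values were adjusted over the list alone, which is not independent evidence where the genes were chosen for their change in these samples. The number was 14 to 18 without any 1 of the 12 libraries, 8 with median-ratio scaling, 7 with quantile normalization and 2 with replicates 2 and 3 averaged. Between FW00K and FW33K 15 genes differed, between FW00K and FW11K 3, between FW11K and FW33K 4, and between FW33K and SW33K 0 (11 at an unadjusted p under 0.05). Averaging replicates 2 and 3 left 2, 0, 0 and 0 of these, with 16, 5, 5 and 0 at an unadjusted p under 0.05.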

The expression changes of these genes were largely orchestrated in response to the salinity changes (Figure 3). 

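All 19 tested genes of the pathway were lower in FW33K than in FW00K. Over all 15503 tested genes, the median log2 change in that comparison was also negative, and after median-ratio scaling 15 of the 19 genes were lower and 4 higher, 5 and 1 of them past the threshold (limma, Benjamini-Hochberg adjusted p under 0.01). From FW00K to FW11K 18 genes were lower, or 16 after the scaling, and from FW11K to FW33K 14 were lower, or 8 after the scaling. From FW33K to SW33K 16 genes were higher, or 12 after the scaling.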

Notably, the expressions of *SGK1* and *ATP1A1* were monotonically decreased with the increase of salinity. This is expected from the known function of these two genes: *SGK1* is a major kinase that regulates Na^+^ intake by phosphorylation of epithelial sodium channels (ENaCs) (Wulff et al., 2002), and *ATP1A1* encodes the catalytic subunit α1 of Na^+^/K^+^-ATPase. 

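*SGK1* (ENSGACG00000010973) was at 92.7 ± 7.65 FPKM (SD, n = 3) in FW00K, 38.5 ± 10.8 in FW11K and 22.4 ± 0.684 in FW33K, and the libraries of these treatments did not overlap. SW33K was at 36.0 ± 16.9. The fall from FW00K to FW33K had an adjusted p of 0.000653 (limma with Benjamini-Hochberg adjustment, standard error of the log2 fold change 0.36). The log2 fold change of the step from FW00K to FW11K was -1.28 (limma adjusted p = 0.0337, or 0.00156 without SW33K replicate 1) and for that from FW11K to FW33K -0.72 (limma adjusted p = 0.111). With median-ratio scaling, the log2 fold change from FW00K to FW33K was -0.66 (limma adjusted p = 0.0751), and with replicates 2 and 3 averaged the limma adjusted p was 0.0211. After the scaling, *SGK1* rose by 0.22 on the log2 scale from FW11K to FW33K (limma adjusted p = 0.546).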

*ATP1A1* is known to be responsible for freshwater adaptation in threespine sticklebacks (McCairns and Bernatchez, 2010), as well as the pathogenesis of a common subtype of adrenal HTN in humans (Azizan et al., 2013). Several other examples suggest that some aspects of the effect of salinity on gene expression are transferable from sticklebacks to mammals. 

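*WNK4* (ENSGACG00000003470) was at 5.67 ± 1.29 FPKM (SD, n = 3) in FW00K, 0.792 ± 0.648 in FW11K, 2.17 ± 0.380 in FW33K and 5.84 ± 0.441 in SW33K. The paper calls *WNK4* salt-responsive, but Supplementary Table 3 does not list this identifier. From FW00K to FW11K, the log2 fold change was -1.94 (standard error 0.28, adjusted p = 0.00217 from limma with Benjamini-Hochberg adjustment). That limma adjusted p was 0.0117 without FW00K replicate 2, 0.0149 without FW00K replicate 3, and 0.0152 without FW11K replicate 2 or 3. From FW00K to FW33K, the log2 fold change was -1.06 (standard error 0.28, limma adjusted p = 0.00543). The limma adjusted p of this comparison was 0.0170 and 0.0156 without FW00K replicate 1 or 3, and 0.0104, 0.0167 and 0.0244 without FW33K replicate 1, 2 or 3. The limma adjusted p was 0.188 and 0.0859 with replicates 2 and 3 averaged, and with median-ratio scaling the log2 fold changes were -1.50 and 0.011 (limma adjusted p = 0.00753 and 0.984).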

*WNK4* is a salt-responsive gene in sticklebacks, and the *WNK4* transgenic mice exhibit hypertensive phenotypes (Ohta et al., 2009). *WNK3* is not a salt-responsive gene in sticklebacks, and *WNK3* knockout (KO) mice do not exhibit hypertensive phenotypes (including normal expression of kidney epithelial Na^+^ channels, Na^+^-H^+^ exchangers, and urine Na^+^ and K^+^ excretion) (Oi et al., 2012). Furthermore, in mammals, *CLCNKA, SLC12A1*, and *SLC12A3* are known to be involved in regulating osmotic balance between blood and the lumen of renal corpuscle. 

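*WNK3* (ENSGACG00000008755) was low in all treatments, at 1.04 ± 0.342 FPKM (SD, n = 3) in FW00K, 0.487 ± 0.0923 in FW11K, 0.714 ± 0.415 in FW33K and 2.67 ± 1.02 in SW33K. Between the FW treatments, its log2 fold changes were -0.45 from FW00K to FW11K, -0.27 from FW00K to FW33K and 0.18 from FW11K to FW33K (adjusted p = 0.347, 0.433 and 0.645 from limma with Benjamini-Hochberg adjustment). The second of these was 0.30 with median-ratio scaling (limma adjusted p = 0.327). From FW33K to SW33K, the log2 fold change was 1.09 (standard error 0.31, limma adjusted p = 0.0450), with a limma adjusted p of 0.00455 without SW33K replicate 1.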

In stickleback kidneys, we found that *CLCNKA* was down-regulated, and *SLC12A1* and *SLC12A3* up-regulated, with salinity. This difference in the direction of regulation may be due to the involvement of *CLCNKA* in reabsorption of Cl^−^ from kidney cells to blood, whereas *SLC12A1* and *SLC12A3* are involved in reabsorption of NaCl from blood to kidney cells (Figure 3).

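*SLC12A1* (ENSGACG00000016765) was at 143.5 ± 0.253 FPKM (SD, n = 3) in FW00K, 11.3 ± 7.08 in FW11K, 16.7 ± 7.63 in FW33K and 45.9 ± 23.3 in SW33K, with a log2 fold change from FW00K to FW33K of -3.15 (standard error 0.50, adjusted p = 0.000310 from limma with Benjamini-Hochberg adjustment). With median-ratio scaling it was -1.82 (limma adjusted p = 0.00444). *SLC12A3* (ENSGACG00000002419) was at 179.5 ± 20.3 FPKM in FW00K, 115 ± 68.1 in FW11K, 28.9 ± 6.16 in FW33K and 111 ± 67.1 in SW33K, with a log2 fold change from FW00K to FW33K of -2.61 (standard error 0.60, limma adjusted p = 0.00258). For *SLC12A3*, the limma adjusted p was 0.0121 without FW00K replicate 1, 0.0132 without FW33K replicate 1, 0.0155 with replicates 2 and 3 averaged and 0.0582 with median-ratio scaling, where the fold change was -1.26.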

**Figure 3:**
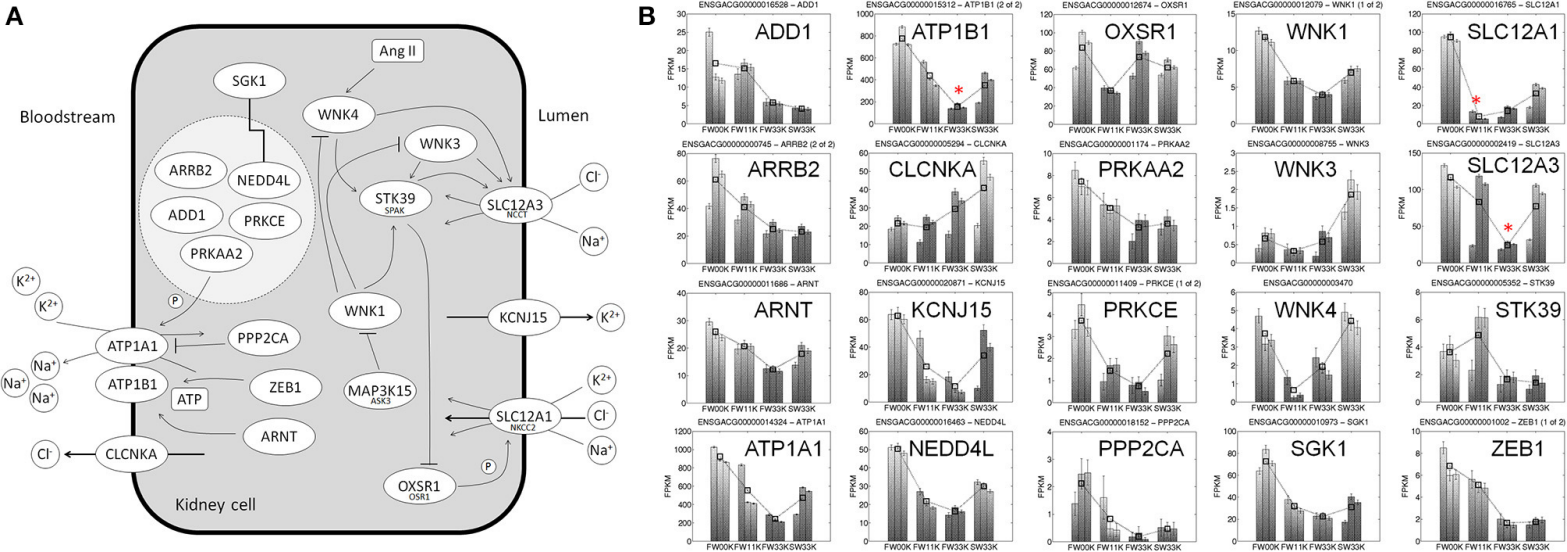
**Expression profiles for stickleback genes in diuretics pathway**. **(A)** Diagrammatic representation of the diuretic pathway. **(B)** Expression profiles of genes in the diuretic pathway. For each gene, expression levels of the gene under four acclimation treatments, FW00K, FW11K, FW33K, and SW33K, are shown in the bar plots.

### Candidate HTN/BP genes in the salt-responsive gene list

The association of many stickleback salt-responsive genes with HTN and BP regulation is currently unknown. The salt-responsive genes, however, are likely to be implicated in HTN and BP regulation. To this end, we used the gene *MAP3K15* to illustrate this point. *MAP3K15* is a newly characterized homolog of apoptosis signal-regulating kinase 1 and 2 (*MAP3K5* and *MAP3K6*). All three are members of the mitogen-activated protein kinase kinase kinase (MAP3K) family, broadly implicated in apoptotic cell death, stress responses, and various diseases. *MAP3K15* is predominantly expressed in mammalian kidneys. In stickleback kidneys, the gene expression of *MAP3K15* differed significantly between FW00K and FW33K (cuffdiff FDR < 0.01). 

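From FW00K to FW33K, *MAP3K15* changed by a log2 fold change of -1.19 (standard error 0.30, adjusted p = 0.00446 from limma with Benjamini-Hochberg adjustment). The limma adjusted p was above 0.01 without FW00K replicate 1, 2 or 3 (0.0132, 0.0111 and 0.0142), without FW33K replicate 1 (0.0211), and with replicates 2 and 3 averaged (0.0477). With median-ratio scaling the fold change was -0.14 (limma adjusted p = 0.698), and with quantile normalization it was 0.16 (limma adjusted p = 0.668).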

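Over the 9 libraries of FW00K, FW11K and FW33K, the FPKM of *MAP3K15* changed by -0.116 per g/L of salinity (Pearson's r = -0.839, two-sided exact permutation test over 1680 assignments, p = 0.00774; Spearman's rho = -0.896, exact p = 0.00357). It was tested as a single relation, without adjustment for multiple tests. The paper drew *MAP3K15* as an example from its salt-responsive genes, which were called on these same libraries, so these p-values are not independent evidence. Leaving out 2 of the 3 FW33K libraries, which lie farthest from the median salinity, gave r between -0.875 and -0.730. The slope was -0.130 to -0.100 without any 1 of the libraries. With replicates 2 and 3 averaged, which leaves 6 samples, it was -0.133 (exact permutation test, p = 0.0222). Median-ratio scaling gave a slope of -0.00930 (exact permutation test, p = 0.730) and quantile normalization a slope of 0.0198 (exact permutation test, p = 0.496). The labels give no sequencing lane per library, so the relation could not be recomputed within lanes.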

Expression of *MAP3K15* in FW00K, FW11K, and FW33K showed a significant, negative linear relationship against salinity (*P* < 0.001, significant test for linear regression; Figure 1C). The molecular function of *MAP3K15* in stickleback is unknown, but we assumed that it is the same as it is in mammalian kidneys. Recently, Naguro et al. (2012) found that *MAP3K15* is expressed in the epithelium of the renal tubules in mouse kidney. They monitored the kinase activity of endogenous *MAP3K15* in human HEK293A cells after gradually altering the concentration of NaCl by 10–mM steps or mannitol by 20–mM steps in extracellular solutions. They found that the kinase activity of *MAP3K15* was affected in both directions by a 10–20 mOsm change around the isotonic condition. They also found that knockdown of *MAP3K15*, by short interfering RNA, enhanced the activation of the WNK1-SPAK/OSR1 signaling pathway. Moreover, *MAP3K15* KO mice exhibited a hypertensive phenotype: the systolic BP of KO mice increased significantly along with aging (Naguro et al., 2012).

## Discussion

It has long been suggested that studying adaptive traits of threespine sticklebacks may be informative to understanding general metabolism and physiology in other animals including humans (Kingsley, 2003). In the present study, we adopt the idea of using threespine sticklebacks as a GxE animal model to facilitate the search of genes underlying human susceptibility to HTN and BP regulation. Despite the fact that humans and threespine sticklebacks come from different phylogenetic lineages, genetic mechanisms for coping with similar physiological challenges are likely to be shared (Kingsley, 2003; Jones et al., 2012). Indeed our results showed that there is a considerable degree of similarity in genetics of salt handling between threespine sticklebacks and humans.

### Threespine sticklebacks as a model complementary to rodent models of HTN

The genetic similarities between human and stickleback and the osmoregulationary mechanisms broadly conserved in vertebrates have prompted us to suggest that threespine sticklebacks may be used as a complementary model for HTN research. Today, the spontaneously hypertensive rat (SHR) and the Dahl salt-sensitive rat (DSR) are among the most extensively used animal models for HTN (Rapp, 1982; Pravenec and Kurtz, 2010). However, there are inherent difficulties of identifying causative mutations in both SHR and DSR systems (Pravenec and Kurtz, 2010). Several distinctive features make threespine sticklebacks a valuable model complementary to SHR and DSR. First, owing to the existence of SW and FW subspecies of threespine sticklebacks, it is possible to investigate genetic effects through contrasting long-term evolution and shorter-term adaptation. To be specific, FW threespine sticklebacks are derived from SW ancestors, which had been subject to selection over recent evolutionary timescales (e.g., ~10,000–12,000 years ago) (Jones et al., 2012). A large number of derived mutations with functional implications have become fixed in FW threespine sticklebacks. These genetic variants can be identified by comparative genomic studies (Jones et al., 2012) and the impact of these genetic variants on gene expression can be studied through comparative transcriptomics. The differences in gene expression between FW and SW threespine stickleback subspecies acclimated under the same condition (e.g., gene expression differences between FW33K and SW33K) may be attributed to genetic diversity between the two subspecies. On the other hand, the difference in gene expression among individuals of the same subspecies acclimated to different salinities (e.g., FW00K vs. FW33K), may be attributed to short-term adaptive response, thus enabling the effect of an environmental factor to be dissected from the combined effect of both genetic and environmental factors. Second, compared with rodents, threespine sticklebacks are more distantly related to humans. Because of the phylogenetic distance, threespine sticklebacks can yield profound insight into biological processes involved in human diseases. Modeling diseases in distantly related organisms can reveal the complexity of human diseases and help uncover core defective processes (Lieschke and Currie, 2007; Albertson et al., 2009; McGurk and Bonini, 2011). Thus, our results may help to distinguish causal genetic variants from downstream complications through targeting the core problem that is more likely to arrest disease progression.

### Caveats and future directions

Additional measures could have been implemented to enhance our experimental results reported in the present paper. For example, using inbred fish lines might further reduce the influence of genetic diversity existing in the wild populations and mitigate residual environmental influence potentially acting on gene expression. More fish samples from the same location, or new fish samples from different geographic locations, could be included to generate greater statistical power in data analysis. Besides kidney, fish gut and gill also play dominant roles in osmotic and ionic regulation (Evans, 2008). Gene expression in gut and gill could be examined to give more comprehensive pictures of multi-tissue response to salinity. Nonetheless, our present study only focused on kidney because it plays a central role in maintaining appropriate sodium balance in humans and is critical for the determination of BP (O'Shaughnessy and Karet, 2006).

Although the majority of stickleback genes were not classified as salt-responsive genes by our definition, they should not be overlooked. Many of these “nonresponsive” genes in fact showed some degrees of expression changes in response to salinity. For example, neither copy of *NAFT5* (or *TonEBP*) was identified as salt-responsive gene; however, in FW stickleback kidneys, the expression of both copies decreased with salinity (Supplementary Figure 2). 

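*NFAT5 (1 of 2)* (ENSGACG00000015747) was at 7.25 ± 0.611 FPKM (SD, n = 3) in FW00K, 3.25 ± 0.295 in FW11K and 1.67 ± 0.144 in FW33K, and *NFAT5 (2 of 2)* (ENSGACG00000012216) was at 12.3 ± 0.894, 6.08 ± 0.654 and 3.38 ± 1.03. The libraries of the 3 FW treatments did not overlap in either copy. From FW00K to FW33K, the log2 fold change was -1.63 for both, with standard errors of 0.23 and 0.29 (adjusted p = 0.000153 and 0.000582 from limma with Benjamini-Hochberg adjustment). With replicates 2 and 3 averaged, the limma adjusted p was 0.0217 and 0.0214. With median-ratio scaling, the log2 fold changes were -0.57 and -0.47 (limma adjusted p = 0.0336 and 0.0378). The scaling reversed the step from FW11K to FW33K, from -0.67 and -0.72 to 0.02 and 0.07. As deposited, that step had a limma adjusted p of 0.0281 and 0.0554, and of 0.00399 and 0.00959 without SW33K replicate 1.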

*NFAT5* is a Rel homology transcription factor classically known for its osmosensitive role in regulating cellular homeostasis during states of hypo- and hypertonic stress (Halterman et al., 2012; Cheung and Ko, 2013). Most recently, it was found that high-salt conditions activate the p38/MAPK pathway involving *NFAT5* and *SGK1* during cytokine-induced T_H_17 cell polarization, suggesting that dietary salt may influence autoimmune disease in humans through T-cell-induced production of IL-17 (Kleinewietfeld et al., 2013; O'Shea and Jones, 2013; Wu et al., 2013).

In conclusion, through examining the changes of threespine stickleback transcriptome in response to different salinities, we identified stickleback salt-responsive genes and detected significant overlap between these genes and human HTN/BP genes, suggesting the existence of common genetic regulatory mechanisms underlying fish salinity response and human HTN pathogenesis. Several new candidate genes for understanding HTN and BP regulation were identified along this line. Thus, we demonstrated that the salt-responsive genes identified through the stickleback acclimation experiments represent a valuable resource for fish genetics as well as human HTN research.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gene expression responses of threespine stickleback to salinity: implications for salt-sensitive hypertension
**Source:** Front Genet. 2014 Sep 11;5:312. doi: 10.3389/fgene.2014.00312
**Supplement:** Supplementary file 1

**Supplementary Figure 1.**  
**Expression profiles of *CLCN6*, *MTHFR* and *PLOD1* in threespine stickleback kidneys in four acclimation treatments.** These three genes have one-to-one orthologs between human and threespine stickleback. They are among the six genes at the *AGTRAP-PLOD1* locus (*AGTRAP*, *MTHFR*, *CLCN6*, *NPPA*, *NPPB*, and *PLOD1*) with high genetic complexity have been associated with BP and renal phenotypes by multiple independent study in the human population.

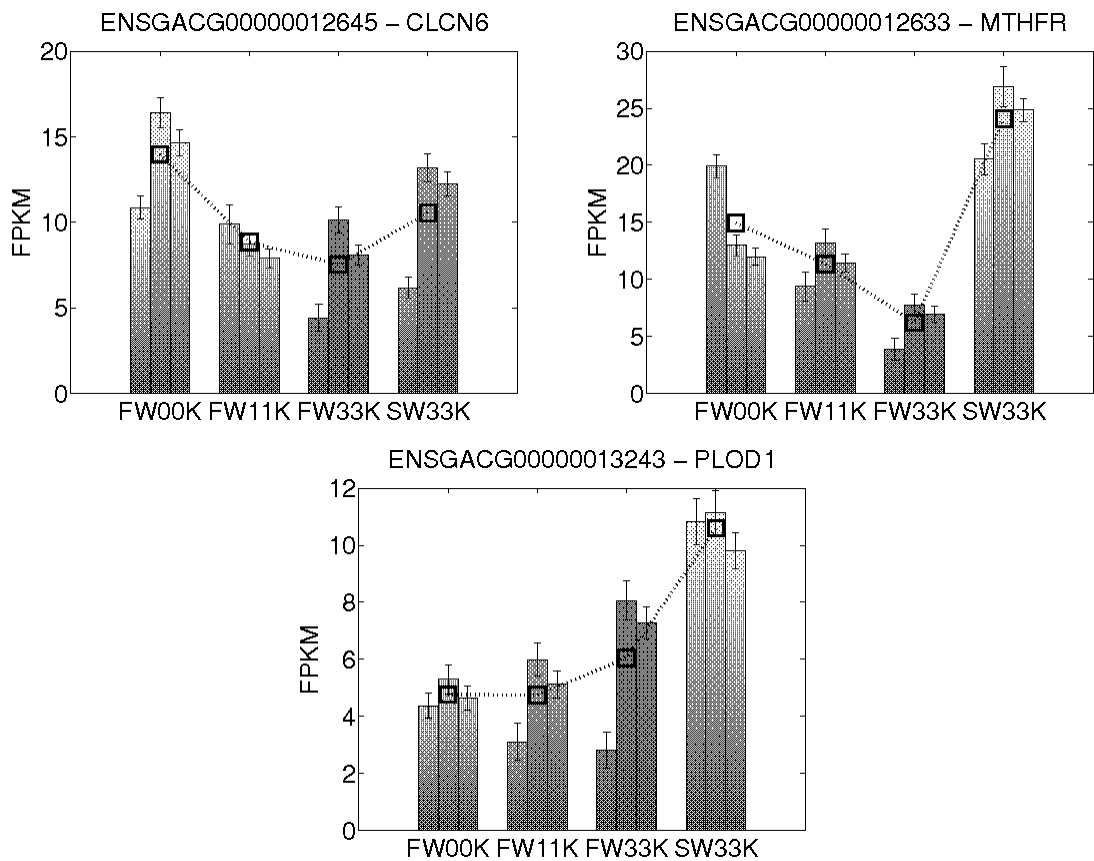

**Supplementary Figure 2.**  
**Expression profiles of *NFAT5* and *SGK1* in threespine stickleback kidneys in four acclimation treatments.** Two paralogous threespine stickleback genes of *NFAT5* are shown. The schematic showing putative functional relations between 'NFAT5 gene' and 'Hypertensive disease' are produced using BioGraph (<http://biograph.be>).

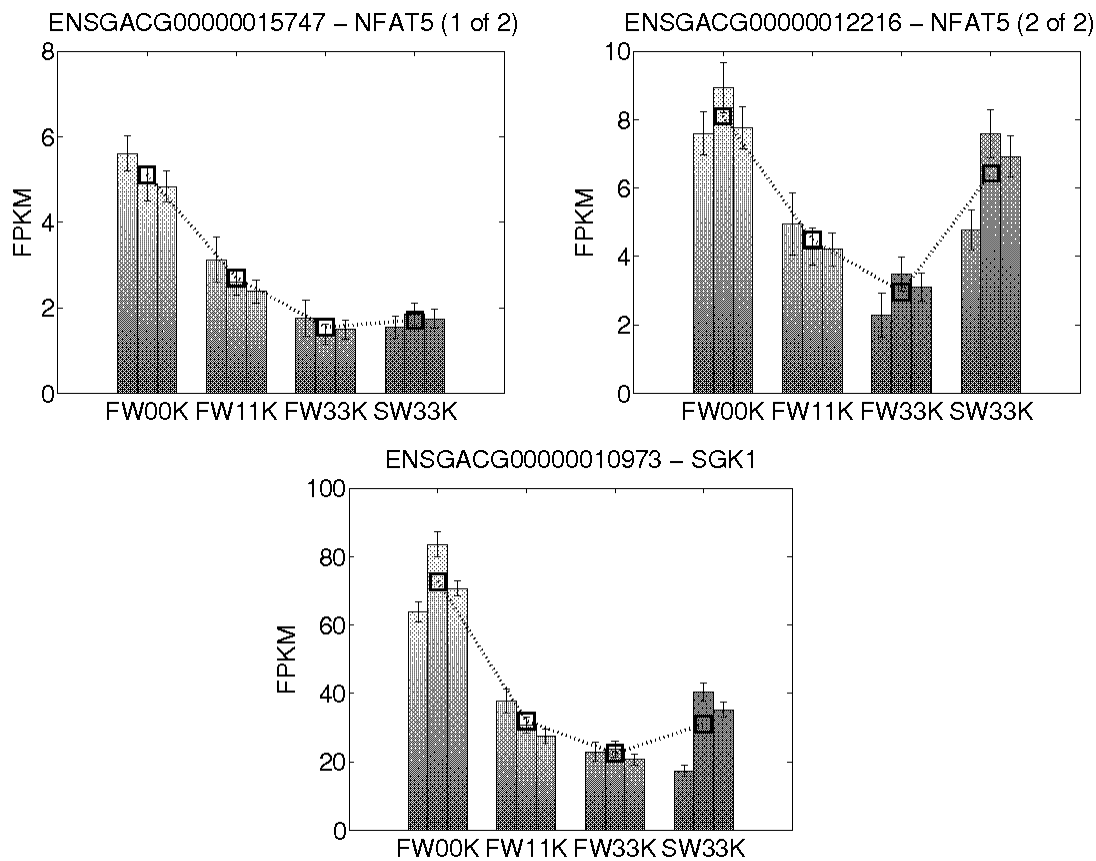

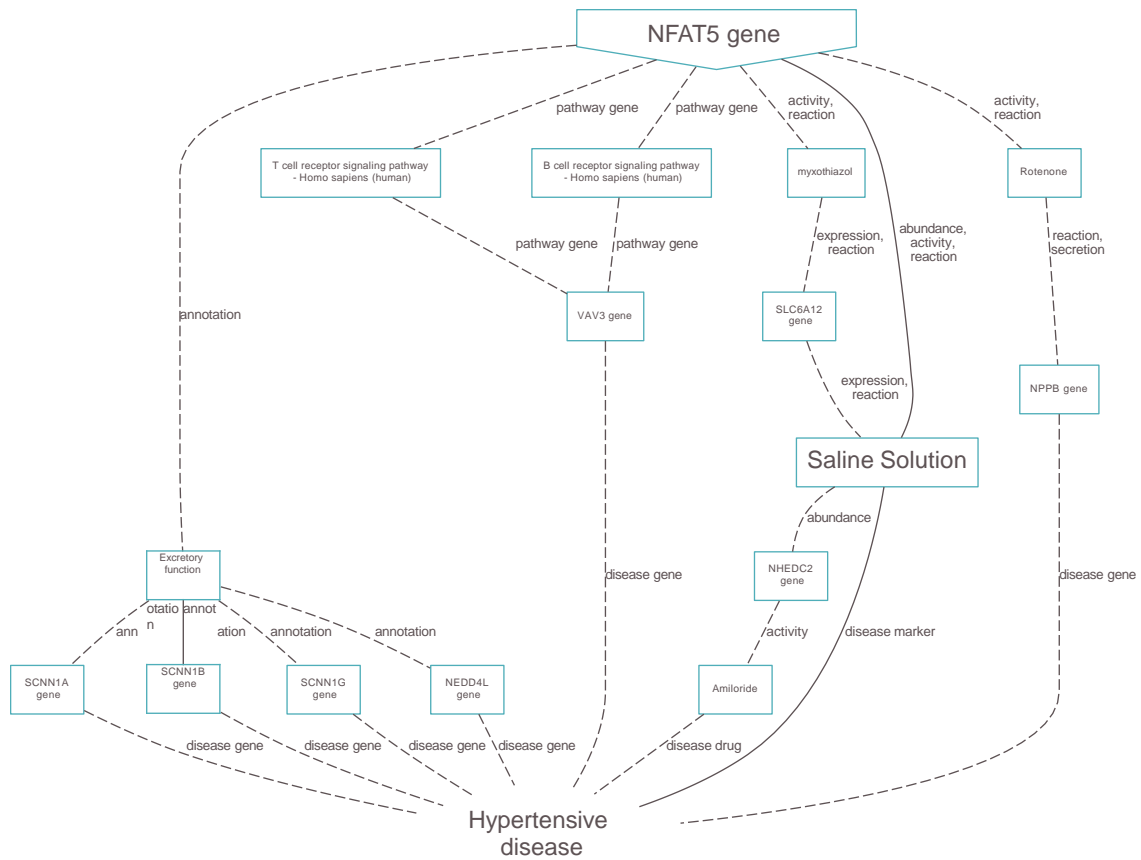

**Supplementary Table 1.**  
**Oligonucleotide primers used for quantitative RT-PCR analysis.**

| Gene           | Transcript Ensembl ID | Forward primer sequence (5'→3') | Reverse primer sequence (5'→3') |
|----------------|-----------------------|---------------------------------|---------------------------------|
| ATP1A1         | ENSGACT00000018949    | ACCGGCCAACGATAACTTGACCT         | AGAAGGCAATGTTCTGGTCTCCA         |
| CFTR           | ENSGACT00000011967    | AGAAGTTGGAGCTGACGGATGTGT        | ACGCCTTCACAGAGTGGATGTTCT        |
| MAP3K15        | ENSGACT00000007208    | GAGGCCAAGTCGTTTCATCTT           | CTTCTTGCCCTTGCTGTTCTG           |
| MEP1B (1 of 2) | ENSGACT00000017226    | ACGTTGGGAAGCAGAGATTG            | GGGACTGTTTCATGCCAGAAA           |
| PRKG1 (1 of 2) | ENSGACT00000012119    | TTCGCCAAGAAGATCGGATTTC          | GAGATGTCATGGCCCTTGTT            |
| RBMS1 (2 of 2) | ENSGACT00000020055    | ACGGCTTTGTGGACTTTGACAACC        | ACACTGCTCTGTTGTGTCCATCCT        |
| SLC12A3        | ENSGACT00000003177    | CTGTGTGGTCCTCATGTTCTT           | GGCTTCTTGTAGACCGTGTATC          |
| STK11IP        | ENSGACT00000018903    | GTGGGTGTGCTCTCTAACAAA           | ACACCTCGCTTCTCCTCTTA            |
| TAF2           | ENSGACT00000005930    | ACATGTGGAGCCAGATGCTTCTCT        | TGAGGACGTCTTTGGGACAAAGGT        |
| WNK1 (1 of 2)  | ENSGACT00000016033    | AGTTCAGGACGACATTGAAGAG          | AAGGAGCCACGTCCAATTT             |

**Supplementary Table 2.**

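Read numbers bear on the precision of the FPKM values, because a gene's FPKM rises in steps of what 1 read is worth. Such steps, fitted with up to 300 reads, were found in 5343 of the 19774 genes that were above 0 in at least 4 libraries (27.0%), and in 0 of 4000 genes whose values had been shuffled. As the other genes gave no whole reads, no count model was run. On the genes with at least 20 reads in a pair of libraries, the chi-square statistic per gene averaged 2.69 to 3.33 between replicates 2 and 3 of a treatment, and 12.4 to 20.8 between replicate 1 and either of them, where sampling noise gives about 1. Separate preparations of one RNA would exceed 1 too, so these values do not show that replicates 2 and 3 are separate fish. The size of a step is open by a factor of 2 in some libraries, so the relative depth of the libraries is not reported.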

**Number of RNA-seq reads used in mapping.** These reads are paired-end sequences. The number of read pairs is half of the number of reads provided.

| FW00K      | Reads #     | FW11K      | Reads #    | FW33K      | Reads #    | SW33K      | Reads #    |
|------------|-------------|------------|------------|------------|------------|------------|------------|
| replicate1 | 112,184,342 | replicate1 | 27,195,630 | replicate1 | 26,848,226 | replicate1 | 91,504,316 |
| replicate2 | 95,444,412  | replicate2 | 86,453,850 | replicate2 | 93,673,728 | replicate2 | 86,944,694 |
| replicate3 | 69,184,542  | replicate3 | 75,757,730 | replicate3 | 71,730,008 | replicate3 | 85,728,644 |

### Supplementary Table 3.

**Threespine stickleback kidney salt-responsive genes ( $n = 1,844$ ).** The 'A', 'B', 'C', and 'D' symbols indicate that the corresponding significance of expression difference was detected or not between FW00K-FW11K, FW00K-FW33K, FW11K-FW33K, and FW33K-SW33K, respectively. 

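In Supplementary Table 3, 138 genes are marked for FW00K-FW11K, 1415 for FW00K-FW33K, 394 for FW11K-FW33K and 408 for FW33K-SW33K. Those with a mean of at least 1 FPKM in the deposited values number 123, 1370, 363 and 374. Of these, 93, 746, 274 and 132 had a limma adjusted p under 0.01 (Benjamini-Hochberg) in the same comparison, and 107, 1269, 342 and 271 after median-ratio scaling. Averaging replicates 2 and 3 left 0, 480, 33 and 1, with 119, 726, 257 and 268 at an unadjusted p under 0.05. Of the 1415 genes marked for FW00K-FW33K, 896 have the higher mean in FW33K in the paper's table, 821 in the deposited FPKM and 898 in the FPKM after median-ratio scaling. For the other marked genes, those with the higher mean in the second treatment number 59, 309 and 163 in the paper's table and in both sets of values.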

The '1' indicates the expression difference was significant and '0' not significant. The average expression level (in FPKM) is given for each sample.

|                    |                |   |   |   |   |        |       |       |       |
|--------------------|----------------|---|---|---|---|--------|-------|-------|-------|
| ENSGACG00000020828 | -              | 0 | 0 | 0 | 1 | 15.80  | 24.71 | 3.58  | 1.62  |
| ENSGACG00000020829 | <i>ST6GAL1</i> | 1 | 0 | 0 | 0 | 1.94   | 8.36  | 1.91  | 0.98  |
| ENSGACG00000020873 | -              | 1 | 0 | 1 | 1 | 25.62  | 2.48  | 9.96  | 1.34  |
| ENSGACG00000020874 | -              | 0 | 1 | 0 | 0 | 209.63 | 20.10 | 2.83  | 5.70  |
| ENSGACG00000020885 | -              | 0 | 1 | 0 | 0 | 17.80  | 16.09 | 26.38 | 21.40 |
| ENSGACG00000020917 | -              | 0 | 1 | 1 | 0 | 388.90 | 62.63 | 0.98  | 47.53 |
| ENSGACG00000020918 | <i>SLC23A1</i> | 0 | 1 | 0 | 0 | 42.99  | 14.10 | 2.64  | 23.21 |

**Supplementary Table 4.**  
**560 HTN genes identified using non-GWA approaches**

|     |                |                                                                        |
|-----|----------------|------------------------------------------------------------------------|
| 525 | <i>TRAK2</i>   | trafficking protein, kinesin binding 2                                 |
| 526 | <i>TRH</i>     | thyrotropin-releasing hormone                                          |
| 527 | <i>TRHR</i>    | thyrotropin-releasing hormone receptor                                 |
| 528 | <i>TRPC3</i>   | transient receptor potential cation channel, subfamily C, member 3     |
| 529 | <i>TRPC4</i>   | transient receptor potential cation channel, subfamily C, member 4     |
| 530 | <i>TRPC6</i>   | transient receptor potential cation channel, subfamily C, member 6     |
| 531 | <i>TRPM6</i>   | transient receptor potential cation channel, subfamily M, member 6     |
| 532 | <i>TRPM7</i>   | transient receptor potential cation channel, subfamily M, member 7     |
| 533 | <i>TRPV5</i>   | transient receptor potential cation channel, subfamily V, member 5     |
| 534 | <i>TSHR</i>    | thyroid stimulating hormone receptor                                   |
| 535 | <i>TTR</i>     | transthyretin                                                          |
| 536 | <i>UBE2D2</i>  | ubiquitin-conjugating enzyme E2D 2                                     |
| 537 | <i>UCP1</i>    | uncoupling protein 1 (mitochondrial, proton carrier)                   |
| 538 | <i>UCP2</i>    | uncoupling protein 2 (mitochondrial, proton carrier)                   |
| 539 | <i>UCP3</i>    | uncoupling protein 3 (mitochondrial, proton carrier)                   |
| 540 | <i>UGT1A6</i>  | UDP glucuronosyltransferase 1 family, polypeptide A6                   |
| 541 | <i>UTS2</i>    | urotensin 2                                                            |
| 542 | <i>UTS2R</i>   | urotensin 2 receptor                                                   |
| 543 | <i>VCAM1</i>   | vascular cell adhesion molecule 1                                      |
| 544 | <i>VDR</i>     | vitamin D (1,25- dihydroxyvitamin D3) receptor                         |
| 545 | <i>VEGFA</i>   | vascular endothelial growth factor A                                   |
| 546 | <i>VEGFB</i>   | vascular endothelial growth factor B                                   |
| 547 | <i>VEGFC</i>   | vascular endothelial growth factor C                                   |
| 548 | <i>VIP</i>     | vasoactive intestinal peptide                                          |
| 549 | <i>VNN1</i>    | vanin 1                                                                |
| 550 | <i>VWF</i>     | von Willebrand factor                                                  |
| 551 | <i>WISP1</i>   | WNT1 inducible signaling pathway protein 1                             |
| 552 | <i>WNK1</i>    | WNK lysine deficient protein kinase 1                                  |
| 553 | <i>WNK3</i>    | WNK lysine deficient protein kinase 3                                  |
| 554 | <i>WNK4</i>    | WNK lysine deficient protein kinase 4                                  |
| 555 | <i>WRB</i>     | tryptophan rich basic protein                                          |
| 556 | <i>XDH</i>     | xanthine dehydrogenase                                                 |
| 557 | <i>XPNPEP1</i> | X-prolyl aminopeptidase (aminopeptidase P) 1, soluble                  |
| 558 | <i>XRCC4</i>   | X-ray repair complementing defective repair in Chinese hamster cells 4 |
| 559 | <i>XYLT1</i>   | xylosyltransferase I                                                   |
| 560 | <i>YY1</i>     | YY1 transcription factor                                               |

# Supplementary Table 5.

**108 HTN genes identified by GWAS. Multiple genes located in the same GWAS locus are individually listed.**

|     |                |                                                                                          |
|-----|----------------|------------------------------------------------------------------------------------------|
| 62  | <i>LY6G5C</i>  | lymphocyte antigen 6 complex, locus G5C                                                  |
| 63  | <i>MAP4</i>    | microtubule-associated protein 4                                                         |
| 64  | <i>MECOM</i>   | MDS1 and EVI1 complex locus                                                              |
| 65  | <i>MOV10</i>   | Mov10, Moloney leukemia virus 10, homolog (mouse)                                        |
| 66  | <i>MTHFR</i>   | methylenetetrahydrofolate reductase (NAD(P)H)                                            |
| 67  | <i>NEIL2</i>   | nei endonuclease VIII-like 2 (E. coli)                                                   |
| 68  | <i>NELFCD</i>  |                                                                                          |
| 69  | <i>NOS3</i>    | nitric oxide synthase 3 (endothelial cell)                                               |
| 70  | <i>NPPA</i>    | natriuretic peptide A                                                                    |
| 71  | <i>NPPB</i>    | natriuretic peptide B                                                                    |
| 72  | <i>NPR3</i>    | natriuretic peptide receptor C/guanylate cyclase C (atrionatriuretic peptide receptor C) |
| 73  | <i>NT5C2</i>   | 5'-nucleotidase, cytosolic II                                                            |
| 74  | <i>PGR</i>     | progesterone receptor                                                                    |
| 75  | <i>PHB</i>     | prohibitin                                                                               |
| 76  | <i>PIK3CG</i>  | phosphoinositide-3-kinase, catalytic, gamma polypeptide                                  |
| 77  | <i>PLCD3</i>   | phospholipase C, delta 3                                                                 |
| 78  | <i>PLCE1</i>   | phospholipase C, epsilon 1                                                               |
| 79  | <i>PLEKHA7</i> | pleckstrin homology domain containing, family A member 7                                 |
| 80  | <i>PMS1</i>    | PMS1 postmeiotic segregation increased 1 (S. cerevisiae)                                 |
| 81  | <i>PRDM8</i>   | PR domain containing 8                                                                   |
| 82  | <i>PRRC2A</i>  | proline-rich coiled-coil 2A                                                              |
| 83  | <i>RHOBTB1</i> | Rho-related BTB domain containing 1                                                      |
| 84  | <i>RHOC</i>    | ras homolog gene family, member C                                                        |
| 85  | <i>RTKN2</i>   | rhotekin 2                                                                               |
| 86  | <i>SH2B3</i>   | SH2B adaptor protein 3                                                                   |
| 87  | <i>SLC22A4</i> | solute carrier family 22 (organic cation/ergothioneine transporter), member 4            |
| 88  | <i>SLC39A8</i> | solute carrier family 39 (zinc transporter), member 8                                    |
| 89  | <i>SLC4A7</i>  | solute carrier family 4, sodium bicarbonate cotransporter, member 7                      |
| 90  | <i>SLMO2</i>   | slowmo homolog 2 (Drosophila)                                                            |
| 91  | <i>SNORA38</i> | small nucleolar RNA, H/ACA box 38                                                        |
| 92  | <i>ST7L</i>    | suppression of tumorigenicity 7 like                                                     |
| 93  | <i>STK39</i>   | serine threonine kinase 39                                                               |
| 94  | <i>TBX3</i>    | T-box 3                                                                                  |
| 95  | <i>TBX5</i>    | T-box 5                                                                                  |
| 96  | <i>TDO2</i>    | tryptophan 2,3-dioxygenase                                                               |
| 97  | <i>TMEM133</i> | transmembrane protein 133                                                                |
| 98  | <i>TMEM26</i>  | transmembrane protein 26                                                                 |
| 99  | <i>TUBB1</i>   | tubulin, beta 1 class VI                                                                 |
| 100 | <i>ULK3</i>    | unc-51-like kinase 3 (C. elegans)                                                        |
| 101 | <i>ULK4</i>    | unc-51-like kinase 4 (C. elegans)                                                        |
| 102 | <i>UMOD</i>    | uromodulin                                                                               |
| 103 | <i>WNT2B</i>   | wingless-type MMTV integration site family, member 2B                                    |
| 104 | <i>YWHAZ</i>   | tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide |
| 105 | <i>ZFAT</i>    | zinc finger and AT hook domain containing                                                |
| 106 | <i>ZNF652</i>  | zinc finger protein 652                                                                  |
| 107 | <i>ZNF831</i>  | zinc finger protein 831                                                                  |
| 108 | <i>ZP4</i>     | zona pellucida glycoprotein 4                                                            |

How the deposited data were processed for this re-analysis (not part of the article)

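Kidney RNA-seq of 12 libraries was examined, 3 replicates each of FW00K, FW11K, FW33K and SW33K, and the treatment of each library was taken from its title. The authors removed reads with a base quality under 20, trimmed the reads to 75 bases, aligned them with TopHat to the BROADS1 genome with polymorphic sites masked (2 mismatches allowed for FW fish, 3 for SW fish) and estimated FPKM with Cufflinks. The deposited table holds these FPKM values, with no further scaling between libraries visible in them. They differ from the means in Supplementary Table 3 by a factor that varies with the treatment (median 1.41 in FW00K and 1.06 in FW33K), and the 2 most abundant genes of FW33K stand at 0.0 there in FW33K, so it is open whether both come from the same run of the estimation. Read numbers per library are those of Supplementary Table 2. Every 4 samples shared a sequencing lane, and since the lanes are not given per sample they were not used here.

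The 15503 genes with a mean of at least 1 FPKM were tested with limma 3.58.1 (lmFit, eBayes with a mean-variance trend) in R 4.3.3 on log2(FPKM + 1), with the 12 libraries in one fit and one mean per treatment. Comparisons were FW00K with FW11K, FW00K with FW33K, FW11K with FW33K and FW33K with SW33K, and besides them FW00K with SW33K and a slope on salinity in the 9 FW libraries. The threshold was a Benjamini-Hochberg adjusted p under 0.01. Distances between libraries, the regression of *MAP3K15* on salinity and the hypergeometric probability were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with exact permutation tests for the distances and the regression, and the figure was drawn with matplotlib 3.10.9.

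Genes named in the text are those the paper names where a table or figure pairs the symbol with an identifier, and for each comparison the 2 genes with the largest rise and the 2 with the largest fall among those past the threshold without overlap between the groups, of which a part is printed. Some genes of the paper are not reported here. This rule, the tests and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, only the libraries of the comparison, the replicate number as a block, library quality weights, an adjusted p under 0.05 and leaving out each library in turn.

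Averaging replicates 2 and 3 of each treatment as 1 sample, alone and together with median-ratio scaling, was added after the data had been seen. The first fits were run with this averaging. The 12 separate libraries, which is the design set beforehand, were kept for the reported values after the counts of both designs had been seen. Counts of both are therefore given, in the passages or in the closing section.

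The fits were tested on simulated data with 200 of 15503 genes changed by 2 on the log2 scale. With independent replicates, 108 of the 200 genes were found with 2 other calls. Where replicates 2 and 3 shared their deviation from the treatment, 163 were found with 137 other calls, 45.7% of all calls. After averaging replicates 2 and 3, 0 of the 200 genes were found in either simulation. Where few genes change, a count of 0 under averaging therefore does not speak against a change. The simulations had no shift of all genes, whereas the median log2 change from FW00K to FW33K was -1.20 in the data. Averaging found 1023 genes in that comparison, so the shares found and the share of other calls need not carry over to the data.

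FPKM values give no read counts, and whole reads were recovered for a part of the genes only, so no count model was used. The step that 1 read makes was searched for in 3 ways, which moved the mean chi-square statistics, and the values given are of the last. Gene symbols were known only for the genes of Supplementary Table 3, Tables 1 and 2 and the figures. For this reason the overlap with HTN/BP genes was not tested on an own background, and lists of tissue marker genes written beforehand were not run. The qRT-PCR measurements were not analysed here.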

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

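The counts of other splits of the libraries were chosen after the results had been seen, and so was the wording of the test of abundant genes as the whole cause of the shift.

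The comparison of FW00K with SW33K is outside those of the paper. In it, 3381 genes differed, 258 of them higher in SW33K (limma, Benjamini-Hochberg adjusted p under 0.01). Of the 10 splits of these 6 libraries 1, the real one, gave as many genes, and the largest count of another split was 0, but 10 splits cannot give a share under 10%. With median-ratio scaling 3053 genes differed, 1569 of them higher, and the median log2 change of all genes moved from -0.69 to -0.04. Averaging replicates 2 and 3 left 353. With both changes 0 genes differed, and 3997 were at an unadjusted p under 0.05. Without 1 library the count lay between 1749, without FW00K replicate 2, and 4357, without FW11K replicate 1. Salinity, population and the mismatches allowed in alignment all differ between these treatments and cannot be told apart.

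ENSGACG00000019061 and ENSGACG00000019037, which have no symbol in the paper, had a mean of 49663 and 44777 FPKM in FW33K and at most 1286 and 1220 in any FW00K or FW11K library. They were singled out after their values were seen, as the most abundant genes of FW33K. SW33K replicate 1 was at 50698 and 46227 FPKM, and SW33K replicates 2 and 3 at 4952 and 5463 for the first gene and 4177 and 5460 for the second. The 5 most abundant genes of FW33K took 17.5% to 32.8% of the FPKM sum in the FW33K libraries, 22.2% in SW33K replicate 1, 1.49% to 1.79% in SW33K replicates 2 and 3, and at most 0.478% in FW00K and FW11K. A mislabelled FW sample was tested as an explanation of SW33K replicate 1. In genes in which SW33K replicates 2 and 3 lay outside the range of the FW libraries, SW33K replicate 1 was outside on the same side in 81.0% (234 of 289 genes), against 3.44% to 53.8% for FW libraries held out in turn, which argues against it. Reads shared between paralogs may raise such values and were not tested. A response to salinity in these genes stays open too. Very abundant genes may also lower the FPKM of all others. With the 20 most abundant genes of each library left out (61 genes in any library) and the rest scaled to equal sums, the median log2 change from FW00K to FW33K was -0.70 in place of -1.20. Part of this move may come from the equal sums, since the deposited FPKM summed to 698755 to 749772 in FW00K and 565518 to 684892 in FW33K.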

How the results depend on the processing

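The alternatives were set before the data were examined, except the averaging of replicates 2 and 3, alone or with median-ratio scaling, which was chosen after seeing the data. The 12 separate libraries were kept for the reported values after the counts of both designs had been seen. Counts are of genes with a Benjamini-Hochberg adjusted p under 0.01 in limma, and the cause of a change was not tested unless stated.

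With median-ratio scaling, the genes that differed between FW00K and FW11K went from 691 (44 higher) to 1247 (624 higher), between FW00K and FW33K from 7956 (265 higher) to 2922 (1728 higher), between FW11K and FW33K from 3898 (278 higher) to 2253 (1362 higher) and between FW33K and SW33K from 221 (161 higher) to 670 (236 higher). The count in any of the 4 comparisons went from 8889 to 4574, the salinity trend from 7347 (214 upward) to 1127 (811 upward), diuretic pathway genes from 16 to 8 and qRT-PCR genes from 5 to 2. For FW00K and SW33K, 3381 (258 higher) became 3053 (1569 higher). The scaling moved the median log2 change of all genes from -0.34 to 0.02, from -1.20 to -0.05, from -0.82 to -0.04, from 0.47 to -0.02 and from -0.69 to -0.04 in these 5 comparisons. Of the genes called, 501, 1456, 1166, 176 and 1741 were shared with those called without it.

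Quantile normalization gave 1151 (529 higher), 2677 (1513 higher), 1921 (1144 higher) and 500 (199 higher) genes in the 4 comparisons, 4074 in any, 2925 (1605 higher) for FW00K and SW33K, 1062 with a trend (718 upward), 7 diuretic pathway genes and 3 qRT-PCR genes.

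The averaging of replicates 2 and 3 left 0 genes that differed between FW00K and FW11K (1918 at an unadjusted p under 0.05), 1023 between FW00K and FW33K, 49 (24 higher) between FW11K and FW33K, 2 (0 higher) between FW33K and SW33K and 353 between FW00K and SW33K. In any of the 4 comparisons 1033 differed, 1031 of them shared with the 8889. A trend was found in 138 genes, and 2 diuretic pathway genes, 13 genes of Tables 1 and 2, 33 overlap genes and 1 qRT-PCR gene passed. With averaging and median-ratio scaling, the counts were 0 for FW00K and FW11K (2166 at an unadjusted p under 0.05), 1 for FW00K and FW33K, 0 for FW11K and FW33K (2866), 0 for FW33K and SW33K (1699), 0 for FW00K and SW33K (3997), 1 in any comparison, 1 for the trend and 0 for diuretic pathway, Table 1 and 2, overlap and qRT-PCR genes. Averaging leaves 2 samples per treatment, and on simulated data it found 0 of 200 changed genes.

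Library quality weights gave 11962 (4439 higher), 12404, 11319 (1794 higher) and 10277 (9219 higher) genes, 14773 in any comparison, 12414 (3429 higher) for FW00K and SW33K and 12333 for the trend. The weights ran from 0.0394 to 17.1, with replicate 1 of every treatment at 0.136 or less and FW33K replicate 3 at 0.0498, and their estimation did not converge. An adjusted p under 0.05 gave 2375 genes for FW00K and FW11K, 7718 for FW11K and FW33K, 1559 for FW33K and SW33K and 6310 for FW00K and SW33K. With only the libraries of the comparison, 2542 genes differed between FW11K and FW33K, 7 (2 higher) between FW33K and SW33K and 2231 between FW00K and SW33K. A pseudocount of 0.1 gave 279 genes for FW00K and FW11K and a mean of at least 5 FPKM gave 346, the latter from fewer genes tested.

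The replicate numbers do not pair the libraries, as the correlations of same-numbered deviations ran from -0.05 to 0.28. With the replicate number as a block, the counts were 768, 8939, 5259 and 267 in the 4 comparisons, 10054 in any, 4091 for FW00K and SW33K, 6395 for the trend, 16 diuretic pathway genes, 28 genes of Tables 1 and 2, 67 overlap genes and 5 qRT-PCR genes, and the *MAP3K15* slope of -0.116 had an exact permutation p of 0.0139.

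Across the fits that each left out 1 library, the counts ran from 29 (without FW00K replicate 2 or 3) to 2167 (without SW33K replicate 1) for FW00K and FW11K, from 5242 (without FW33K replicate 1) to 9605 (without SW33K replicate 1) for FW00K and FW33K, from 1059 (without FW11K replicate 3) to 6502 (without SW33K replicate 1) for FW11K and FW33K, and from 6 (without FW33K replicate 3) to 3584 (without SW33K replicate 1) for FW33K and SW33K. They ran from 1749 (without FW00K replicate 2) to 4357 for FW00K and SW33K, from 5779 (without FW33K replicate 1) to 11174 in any comparison, from 4423 (without FW33K replicate 1) to 7439 for the trend, from 14 to 18 for diuretic pathway genes, from 25 to 31 for Tables 1 and 2, from 58 to 71 for the overlap and from 3 (without FW00K replicate 1 or FW33K replicate 1) to 5 for qRT-PCR genes. The *MAP3K15* slope ran from -0.130 to -0.100 and the separation of the libraries by treatment from 0.162 to 0.231.

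The *MAP3K15* slope was -0.00930 with median-ratio scaling, 0.0198 with quantile normalization and -0.0235 with averaging and scaling (exact permutation p = 0.730, 0.496 and 0.511). The separation kept its direction and an exact permutation p under 0.05 in every alternative run.

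Of 67 named genes, 60 kept their direction in every alternative run and 7 did not, all from FW00K to FW33K. Under median-ratio scaling, quantile normalization and averaging with scaling, the log2 fold change turned positive for *OXSR1* (0.79, 0.34 and 0.88), *WNK3* (0.30, 0.74 and 0.26), *WNK4* (0.011, 0.31 and 0.084), *CLCN6* (0.058, 0.023 and 0.083) and *PLOD1* (1.07, 1.23 and 0.98), and under quantile normalization for *STK39* (0.27) and *MAP3K15* (0.16). Library quality weights turned *PLOD1* (0.18), and so did leaving out FW33K replicate 1 (0.28, with a lowest value of -0.32 without FW33K replicate 3). Short of a reversal, 15 named genes fell below the threshold with median-ratio scaling and 10 rose above it, 17 and 10 with quantile normalization, 32 and 0 with averaging, and 49 and 0 with averaging and scaling.

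The overlap with HTN/BP genes on an own background and the lists of tissue marker genes were not run, as symbols were known for part of the genes only.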

Differences from the paper's values

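None of the tests here were chosen after the result was seen, except where an alternative is said to be so. A value was counted as different when it was more than 1.5 times apart from the paper's and, for a group mean, by more than 1 SD of the replicates. Of 181 values of the paper compared, 25 differed, 19 of them among 164 group means, and 8 more group means were over 1.5 times apart but within 1 SD.

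The paper counted a gene only when edgeR, DESeq and baySeq, run on read counts, all passed an FDR of 0.01. The counts here come from limma alone on log2(FPKM + 1), so the criteria are unlike and a gap between counts may come from them. The paper's 1844 genes that differ in any comparison stand against 8889, its 138 for FW00K and FW11K against 691 and its 394 for FW11K and FW33K against 3898, and none of the alternatives set before the data were examined closed these gaps. For FW00K and FW33K, the paper's 1415 stand against 7956. None of those alternatives closed the gap, and averaging replicates 2 and 3, chosen after seeing the values, gave 1023. The paper's 408 for FW33K and SW33K stand against 221. A pseudocount of 0.1 gave 281, quantile normalization 500 and leaving out FW11K replicate 1 gave 458, and the other alternatives set before the data were examined did not close the gap. For the regression of *MAP3K15* on salinity, the paper gives a p under 0.001, against an exact permutation p of 0.00774 over 9 libraries. With the same 1680 assignments, the exact permutation p was 0.00298 on log2(FPKM + 1), 0.730 with median-ratio scaling and 0.496 with quantile normalization, none of which closed the gap. The replicate block, averaging and leaving out 1 library have 216, 90 and 560 assignments, too few for a p under 0.001, and say nothing about it.

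Group means in FPKM, the paper's first, differed in FW00K for *MTR* (7.78 and 12.0), *P2RY2 (2 of 2)* (7.58 and 14.4), *PRKG1* (17.21 and 26.1), *ENPEP* (24.8 and 38.3), *JAG1 (1 of 2)* (10.84 and 17.0), *PLCE1* (5.2 and 7.98), *SLC12A1* (94.51 and 143.5), *SLC12A3* (116.96 and 179.5) and *MAP3K15* (4.04 and 6.29), and in FW33K for *PDGFB (1 of 2)* (23.24 and 13.1), *PLEKHA7 (1 of 2)* (5.7 and 3.74) and *CXCL12 (2 of 2)* (304.94 and 137). Median-ratio scaling and quantile normalization each closed these. Leaving out FW00K replicate 1 also did so for *MTR*, *PLCE1*, *SLC12A3* and *MAP3K15*, leaving out FW00K replicate 2 or 3 for *ENPEP*, and leaving out FW33K replicate 1 for *PLEKHA7 (1 of 2)*. Median-ratio scaling also opened gaps in FW33K that the deposited means did not have. There the paper's, deposited and scaled means were 1.92, 2.29 and 3.66 for *MAP3K15*, and 24.11, 28.9 and 47.6 for *SLC12A3*. For *PRKG1* they were 1.97, 2.29 and 3.87. The scaling therefore does not reconcile the deposited values with the paper's as a whole.

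For *CXCL12 (2 of 2)*, the paper's 1143.59 in FW00K and 1247.81 in FW11K stand against 702 and 697, and only leaving out replicate 1 of the treatment closed the gap. For *P2RY2 (2 of 2)*, the paper's 11.29 in FW33K and 16.24 in SW33K stand against 18.2 and 36.6, and for *PLEKHA7 (1 of 2)* the paper's 3.09 in FW11K stands against 1.73. The paper lists ENSGACG00000019061 and ENSGACG00000019037 at 0.0 in FW33K, against 49663 and 44777. No alternative set before the data were examined closed these gaps. Within 1 SD of the replicates, the paper's means and the deposited ones were 307.54 and 829.9 (FW00K), 96.13 and 278 (FW11K) and 1384.05 and 20371 (SW33K) for the first of these genes, 305.65 and 750.2, 119.9 and 276 and 1387.54 and 18621 for the second, 9.33 and 16.2 for *P2RY2 (2 of 2)* in FW11K and 10.19 and 15.4 for *ENPEP* in FW11K. Over the genes listed by the paper at more than 3 FPKM, the median ratio of the deposited to the listed mean was 1.41 in FW00K, 1.25 in FW11K, 1.06 in FW33K and 1.23 in SW33K.

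The text of the paper has *SLC12A1* and *SLC12A3* increase with salinity, where the log2 fold changes from FW00K to FW33K were -3.15 and -2.61, and -1.82 and -1.26 with median-ratio scaling. The means that the paper lists fall between these treatments too, from 94.51 to 14.12 FPKM for *SLC12A1* and from 116.96 to 24.11 for *SLC12A3*. The paper does not count either copy of *NFAT5* as salt-responsive, where both passed from FW00K to FW33K (adjusted p = 0.000153 and 0.000582 from limma with Benjamini-Hochberg adjustment, and 0.0336 and 0.0378 with median-ratio scaling, 0.294 and 0.180 with quantile normalization, and 0.0217 and 0.0214 with the averaging chosen after seeing the values).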

Other observations

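Of the tests here, the counts of other splits for the comparisons of treatments and for the salinity trend, and the wording of the abundant genes as the whole cause, were chosen after the result had been seen.

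Replicates 2 and 3 of each treatment lay close together, with replicate 1 apart. Genes at 10 FPKM or more in one library and under 0.1 FPKM in the other numbered 1 over the 4 pairs of replicates 2 and 3. Over the pairs of replicate 1 with either of them, which are more pairs, they numbered 193. Most of these were in the pairs of FW00K replicate 1, with 79 and 84. Each of the other pairs of replicate 1 held 3 to 8, against 0 or 1 in each pair of replicates 2 and 3. Differences of more than 2-fold numbered 369 over the pairs of replicates 2 and 3, and 5762 over those of replicate 1. It may be that replicates 2 and 3 hold RNA of the same fish, for which the count of 1 is the test, but shared handling of different fish was not excluded by it. The paper states that 3 individual fish were used per treatment. If replicates 2 and 3 are not independent, the p-values from 12 libraries are too small.

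Most genes were lower in FW33K than in FW00K. Very abundant genes that take up the reads are a candidate explanation. With the 20 most abundant genes of each library left out (61 genes in any library) and the rest scaled to equal sums, the median log2 change was -0.70, which is 58.3% of -1.20. This met neither of the limits written for the test beforehand, so the test as first worded decides nothing. Reworded after this value was seen, it argues against these genes as the whole cause. A change in the RNA content of the kidney stays open, since FPKM is relative to each library.

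FW11K replicate 1 lay nearest to FW00K replicate 3 in the distances between libraries. No explanation was tested.

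In the 9 FW libraries, 7347 genes had a slope on salinity past the threshold, 214 of them upward. Among 100 splits of the libraries 1, the real one, gave as many, and the largest count of another split was 4640. Other splits can part replicates 2 and 3, which the real one keeps together. With median-ratio scaling 1127 genes had such a slope, 811 of them upward, and with replicates 2 and 3 averaged 138. Without 1 library the count lay between 4423, without FW33K replicate 1, and 7439, without FW11K replicate 2.

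For each of the 4 comparisons of the paper, 1 of 10 splits, the real one, gave as many genes, and the largest count of another split was 14 for FW00K and FW11K, 0 for FW00K and FW33K, 1 for FW11K and FW33K and 0 for FW33K and SW33K. The qRT-PCR genes gave 1 of 10 splits as well. None of these can give a share under 10%. Among 100 splits of the 12 libraries, 1 gave as many genes in any comparison (largest other count 1013), 1 as many diuretic pathway genes (largest other count 0) and 1 as many genes of Tables 1 and 2 (largest other count 10). For genes that the study chose for their change in these libraries, the real split was bound to lead, so those counts are not independent evidence. Other splits can also part replicates 2 and 3, which lie close together and which the real split keeps in one group. With replicates 2 and 3 averaged, 2 of 100 splits gave as many genes in any comparison as the 1033 observed, one of them with 1110.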
